# Pentamidine inhibits prostate cancer progression via selectively inducing mitochondrial DNA depletion and dysfunction

**DOI:** 10.1111/cpr.12718

**Published:** 2019-11-13

**Authors:** Lin Liu, Fan Wang, Yu Tong, Lin‐Feng Li, Yanfeng Liu, Wei‐Qiang Gao

**Keywords:** mitochondria, mitochondrial DNA, Pentamidine, prostate cancer

## Abstract

**Objectives:**

We investigated the anti‐cancer activity of pentamidine, an anti‐protozoal cationic aromatic diamidine drug, in prostate cancer cells and aimed to provide valuable insights for improving the efficacy of prostate cancer treatment.

**Materials and methods:**

Prostate cancer cell lines and epithelial RWPE‐1 cells were used in the study. Cell viability, wound‐healing, transwell and apoptosis assays were examined to evaluate the influences of pentamidine in vitro. RNA‐seq and qPCR were performed to analyse changes in gene transcription levels upon pentamidine treatment. Mitochondrial changes were assessed by measuring mitochondrial DNA content, morphology, membrane potential, cellular glucose uptake, ATP production and ROS generation. Nude mouse xenograft models were used to test anti‐tumour effects of pentamidine in vivo.

**Results:**

Pentamidine exerted profound inhibitory effects on proliferation, colony formation, migration and invasion of prostate cancer cells. In addition, the drug suppressed growth of xenograft tumours without exhibiting any obvious toxicity in nude mice. Mechanistically, pentamidine caused mitochondrial DNA content reduction and induced mitochondrial morphological changes, mitochondrial membrane potential dissipation, ATP level reduction, ROS production elevation and apoptosis in prostate cancer cells.

**Conclusions:**

Pentamidine can efficiently suppress prostate cancer progression and may serve as a novel mitochondria‐targeted therapeutic agent for prostate cancer.

## 1 INTRODUCTION

According to 2018 global cancer statistics, prostate cancer is one of the most common cancers and a major cause of cancer‐related mortality in men worldwide.^1^ Radical prostatectomy, radiotherapy and castration (medical or surgical) therapies are available treatment options for prostate cancer, and next‐generation hormone therapeutics with abiraterone and enzalutamide can improve outcomes of metastatic castration‐resistant prostate cancer (CRPC).^2^, ^3^, ^4^, ^5^ However, drug resistance, low cure rates and poor prognosis remain as crucial issues waiting for solutions.^2^ Exploring new drugs, therapies and anti‐cancer mechanism is urgently needed for improving the efficacy of prostate cancer treatment.

Mitochondria play a critical role in cell survival and apoptosis, as they are key organelles for energy production.^6^ Mitochondrial structural changes and dysfunction have been associated with various disorders, especially neurodegenerative diseases and cancer.^6^, ^7^, ^8^ Deregulated mitochondrial metabolism has been proposed to have relevant effects on prostate carcinogenesis.^9^, ^10^, ^11^ Recent research indicates that high mitochondria content is associated with prostate cancer disease progression.^12^ Mitochondria are the only organelles possessing their own DNA besides the nucleus in animal cells. Human mitochondrial DNA (mtDNA) consists of 37 genes coding for 13 proteins, which are subunits of mitochondrial electron transport chain complexes, 22 transfer RNAs (tRNAs) and two subunits of ribosomal RNA (rRNA).^13^ Disruption of the mitochondrial replication or transcription machinery results in mitochondrial dysfunction with ensuing energetic insufficiency causing growth inhibition, ageing and even apoptosis.^14^ Cells that lack mitochondrial gene expression become more sensitive to apoptosis induction.^15^ The characteristics of mtDNA, lack of histone protection and limited repair capacity, make it an attractive target for tumour treatment. Therefore, an increasing number of anti‐cancer drugs targeting mitochondria and their DNA are under development.^16^, ^17^, ^18^

Pentamidine, a cationic aromatic diamidine drug, has been used clinically for the treatment of African trypanosomiasis, antimonial‐resistant leishmaniasis and babesiosis as well as the prophylaxis of pneumocystis carinii pneumonia in acquired immune deficiency syndrome (AIDS) patients for several decades.^19^, ^20^, ^21^, ^22^, ^23^ While how the medication works is not entirely clear, it was found to rapidly localize to mitochondria and trigger disruption of mitochondrial membrane potential (ΔΨm) in parasite cells.^24^, ^25^, ^26^ In addition, pentamidine can bind specifically and strongly in the DNA minor groove at AT sequences and induce destruction in mtDNA of parasite kinetoplasts, which causes cell death.^27^, ^28^, ^29^ In recent years, although using pentamidine as an anti‐tumour drug has been proposed,^30^, ^31^, ^32^, ^33^, ^34^ effects of pentamidine on prostate cancer are still poorly studied.

In this study, we identify pentamidine as a potent agent to inhibit prostate cancer. Pentamidine effectively represses proliferation, migration and invasion as well as induces apoptosis of prostate cancer cells. Moreover, pentamidine causes mtDNA reduction, mitochondrial morphological changes and dysfunction, which may serve as its anti‐tumour underlying mechanism.

## 2 MATERIALS AND METHODS

### 2.1 Cell culture and treatment

PC3, DU145, LAPC4, LNCaP and RWPE‐1 cell lines were purchased from ATCC. The cell lines have been recently authenticated by short tandem repeat (STR) profiling at the Shanghai Biowing Applied Biotechnology Company. PC3 and DU145 cells were cultured in Dulbecco's modified Eagle's medium (DMEM; Gibco) containing 10% foetal bovine serum (FBS), 100 U/mL penicillin and 100 μg/mL streptomycin. LAPC4 and LNCaP cells were cultured in RPMI‐1640 medium (Gibco) supplemented with 10% FBS, 100 U/mL penicillin and 100 μg/mL streptomycin. RWPE‐1 cells were cultured in keratinocyte serum‐free medium (K‐SFM, Gibco) supplemented with growth supplement provided with the K‐SFM kit, 100 U/mL penicillin and 100 μg/mL streptomycin. The culture medium was refreshed every 2 days. In experimental cultures, cells were treated with indicated concentrations of pentamidine (Selleck, S4007) or 1.5 mmol/L *N*‐acetyl‐l‐cysteine (NAC; Sigma, A9165). Sterile distilled water was served as the vehicle for pentamidine, and dimethyl sulfoxide (Sigma, D2650) was used as the solvent for NAC. NAC was administered with pentamidine at the same time. Other chemical reagents used in this study are listed in Table S1.

### 2.2 Cell viability and colony formation assays

Cells were maintained in 96‐well plates (2000 or 3000 cells/well) with 200 μL medium containing different doses of experimental drugs at 37°C for corresponding hours, following which 10 μL of Cell Counting Kit (CCK‐8; YEASEN and 40203ES80) was added to each well, and the plates were further incubated at 37°C in a humidified 5% CO_2_ atmosphere for 3‐4 hours. Finally, the absorbance at 450 nm was measured by a microplate reader (BioTek Synergy HT). For the colony formation assays, cells were seeded in 6‐well plates (1000 cells/well) and cultured with vehicle, 2.5 μmol/L pentamidine or 5 μmol/L pentamidine at 37°C for 48 hours. Then, the medium was replaced with fresh drug‐free medium and the cells were cultured continuously for 10 days (PC3 and DU145) or 15 days (LAPC4). Finally, the cells were fixed in 4% paraformaldehyde, stained with crystal violet and photographed.

### 2.3 Cell cycle analysis

Cells were cultured with vehicle or 2.5 μmol/L pentamidine in 6‐well plates (10^6^ cells/well) at 37°C for 24 hours and then harvested for propidium iodide (PI) staining, using the Cell Cycle Staining Kit (MultiSciences, CCS01) according to the manufacturer's instructions. Finally, the cells were analysed on a C6 flow cytometer (BD Biosciences).

### 2.4 Wound‐healing assays and transwell experiments

Cells were pre‐treated with 2.5 μmol/L pentamidine or vehicle for 48 hours and seeded into 12‐well culture plates (5 × 10^5^ cells/well). When the cells reached confluence, the culture medium was replaced with DMEM medium without serum to minimize cell proliferation. Then, a pipette tip was used to make a straight scratch. The scratch was examined and photographed under a light microscope at 0, 24, 48 and 72 hours. Cell‐free area was quantified by the ImageJ software. For the transwell migration experiments, 2 × 10^4^ cells were seeded into the upper chamber of 24‐well transwell plates (6.5 mm insert, 8.0 μm pores) with 200 μL serum‐free medium. 600 μL 10% FBS‐supplemented medium was added to the lower chamber. After 15 hours, cells were removed from the upper surface of the chamber using a cotton swab. The migrated cells on the chamber bottom were then fixed with 4% paraformaldehyde and stained with crystal violet. For the transwell invasion experiments, 50 µl of diluted Matrigel (BD, 356234) was pipetted into the upper chamber of 24‐well transwell plates. The Matrigel was incubated at 37°C, 5% CO2 for 45 minutes prior to addition of cells to the chamber. 4 × 10^4^ cells were seeded into the upper chamber with 200 μL serum‐free medium. 600 μL 10% FBS‐supplemented medium was added to the lower chamber. After 20 hours, the Matrigel and non‐invading cells were gently removed from the upper surface of the chamber using a cotton‐tipped swab. The cells on the chamber bottom were then fixed and stained for visualization. Three fields per chamber were photographed under a light microscope for quantification.

### 2.5 mRNA sequencing analysis

Total RNA was extracted from cells treated with 2.5 μmol/L pentamidine or vehicle for 48 hours using the TRIzol reagent (Invitrogen, 15596018), and mRNA was enriched by Oligo (dT) beads. Then, the enriched mRNA was fragmented into short fragments using the fragmentation buffer and reverse transcribed into cDNA with random primers. Second‐strand cDNA fragments were synthesized by DNA polymerase I, RNase H, dNTP and buffer. Then, these cDNA fragments were purified with QiaQuick PCR extraction kit, end repaired, poly(A) added and ligated to Illumina sequencing adapters. The ligation products were then size selected by agarose gel electrophoresis, PCR amplified and sequenced using Illumina Novaseq 6000 PE150. Paired‐end clean reads were aligned to the reference genome using HISAT2 (v2.1.0). Differential expression analysis of two groups was performed using the DESeq R package (1.18.1). The resulting *P*‐values were adjusted using Benjamini and Hochberg's approach for controlling the false discovery rate. Genes with |log_2_(FoldChange)| > 1 and adjusted *P* value <.05 found by DESeq were assigned as differentially expressed. This experiment was conducted by Haplox Biotechnology Co. (ShenZhen, China). Gene set enrichment analysis (GSEA) was performed using the java GSEA software. The RNA sequencing (RNA‐seq) data set was submitted to the GEO database with the accession number GSE132693.

### 2.6 Quantitative PCR assays

Total RNA was isolated from cells pre‐treated with 2.5 μmol/L pentamidine or vehicle for 48 hours using the TRIzol reagent (Invitrogen, 15596018) and then reverse transcribed to cDNA using the PrimeScript RT Reagent Kit (Takara, RR037A) according to the manufacturer's instructions. Quantitative polymerase chain reaction (qPCR) was performed using the TB Green Premix Ex Taq (Takara, RR420A) and the Step one Plus Real‐Time PCR System (Applied Biosystems, Waltham). The relative expression of mRNA was normalized to the expression of β‐actin and analysed using the 2^−ΔΔCт^ method. All experiments were repeated three times. qPCR primer sequences used in this study are shown in Table S2.

### 2.7 mtDNA content analysis

The mtDNA content in cells pre‐treated with 2.5 μmol/L pentamidine or vehicle for 48 hours was analysed by qPCR as previously described.^35^, ^36^ Briefly, total DNA was extracted using the QIAamp DNA Micro kit (Qiagen, 56304) and qPCR reactions were performed on the Step one Plus Real‐Time PCR System (Applied Biosystems, Waltham) according to manufacturer's protocols. The sequences of the primers were as follows: mtDNA (5′‐CCC CAC AAA CCC CAT TAC TAA ACC CA‐3′; 5′‐TTT CAT CAT GCG GAG ATG TTG GAT GG‐3′) and β‐globin (5′‐CGA GTA AGA GAC CAT TGT GGC AG‐3′; 5′‐GCT GTT CTG TCA ATA AAT TTC CTTC‐3′). The mtDNA content was normalized to the expression of β‐globin and analysed using the 2^−ΔΔCт^ method.

### 2.8 Mitochondrial morphology analysis

Cells were cultured with vehicle or 2.5 μmol/L pentamidine in 6‐well plates (10^6^ cells/well) at 37°C for 48 hours and then washed, harvested and fixed at 4°C for 24 hours with Fixing Solution (Servicebio, G1102). The cells were then post‐fixed in 1% osmium tetroxide, dehydrated in a graded series of ethanol, infiltrated and embedded in EMBed. Ultrathin sections were evaluated using a HT7700 transmission electron microscope (HITACHI). To observe the mitochondrial network changes, cells pre‐treated with 2.5 μmol/L pentamidine or vehicle for 48 hours were stained with 100 nmol/L MitoTracker Deep Red FM (Invitrogen, M22426) at 37°C for 30 minutes and then washed, fixed, stained with 4′,6‐diamidino‐2‐phenylindole (DAPI), captured by a LSM710 confocal microscope (Carl Zeiss, Jena) and analysed using ImageJ software. Mitochondria were subjected to “analyse particles” to obtain the mitochondrial elongation (ratio of the lengths of major and minor axes) and the mitochondrial interconnectivity (ratio of the area and the perimeter), two mediators of mitochondrial fission and fusion as described before.^37^ More than 50 cells were measured in each group.

### 2.9 Mitochondrial membrane potential and ATP synthesis detection

Live cells were labelled with tetraethylbenzimidazolylcarbocyanine iodide (JC‐1, MultiSciences, MJ101), and the ΔΨm was measured by flow cytometry (BD Biosciences). JC‐1 is a cationic dye that accumulates in energized mitochondria driven by ΔΨm. When ΔΨm is relatively normal, JC‐1 tends to gather in the mitochondria and form red‐fluorescent aggregate, whereas it is prone to release from mitochondria and exist as green‐emitting monomer in the cytosol when ΔΨm is decreased.^38^, ^39^ Consequently, disruption of ΔΨm is indicated by a loss of red fluorescence as well as an increase in green fluorescence. Cells pre‐treated with 2.5 μmol/L pentamidine or vehicle for 48 hours were incubated with 2 μmol/L JC‐1 for 30 minutes at 37°C. Then, the treated cells were washed, collected and resuspended in 200 μL PBS buffer for flow cytometric analysis. ΔΨm was evaluated by the JC‐1 aggregate/monomer fluorescence ratio. For the ATP synthesis detection, cells were seeded into 6‐well plates (10^6^ cells/well), treated with vehicle or 2.5 μmol/L pentamidine at 37°C for 48 hours and finally collected for ATP determination using an ATP assay kit (Nanjing Jiancheng, A095). In addition, glucose concentrations of the medium were detected by a glucose assay kit (Rsbio, 361510).

### 2.10 Assessments of apoptosis and intracellular ROS production

Cells were cultured with vehicle or 2.5 μmol/L pentamidine in 6‐well plates (10^6^ cells/well) at 37°C for 48 hours and then harvested for Annexin V‐APC (Biolegend, 640920) and PI (Biolegend, 421301) staining. Finally, the cells were analysed on a flow cytometer (BD Biosciences). Reactive oxygen species (ROS) production was determined using 2′,7′‐dichlorofluorescein diacetate (Sigma, 35845). Cells pre‐treated with vehicle, 2.5 μmol/L pentamidine or 1.5 mmol/L NAC for 48 hours were incubated with 2 μmol/L 2′,7′‐dichlorofluorescein diacetate for 30 minutes at 37°C. Then, the treated cells were washed, collected and resuspended in 200 μL PBS buffer for flow cytometric analysis. ROS levels were evaluated by the fluorescence intensity of 2′,7′‐dichlorofluorescein diacetate.

### 2.11 Animal studies

Animal experiments were carried out following protocols approved by Ren Ji Hospital's committee on animal care. Five‐week‐old male athymic nude mice (Shanghai SLAC Laboratory Animal) were subcutaneously injected with 3 × 10^6^ PC3 or DU145 cells and treated with pentamidine (20 mg/kg) or vehicle by intraperitoneal injection once every three days from the eighth day after implantation. The solvent for pentamidine was sterile water for in vivo studies. Tumour volume and body weight of nude mice were measured periodically in the next two weeks after pentamidine administration. Tumour volume was estimated from the formula: *V* = *L* × *W* ^2^/2 (*V*, volume, mm^3^; *L*, major axis length, mm; *W*, minor axis length, mm). Lengths of major and minor axes were measured with a digital caliper. After 2‐week drug administration, the tumours were harvested, weighed, imaged, fixed with 4% paraformaldehyde and made into paraffin sections.

### 2.12 Immunohistochemistry assays

Immunohistochemistry was performed using the xenograft tumour paraffin sections. The Instant Immunohistochemistry Kit I (Sangon, C506333), anti‐Ki67 antibody (Abcam, ab15580), MTCO2 antibody (Proteintech, 55070‐1‐AP), cleaved caspase‐3 antibody (Cell Signaling Technology, 9661), HRP‐conjugated goat anti‐rabbit IgG (Sangon, D110073) and DAB Peroxidase Substrate Kit (Vector, SK‐4100) were used for immunohistochemistry. Stained sections were examined and photographed under a light microscope.

### 2.13 Western blot assays

Cells were cultured with vehicle or 2.5 μmol/L pentamidine in 6‐well plates (10^6^ cells/well) at 37°C for 24 hours and then lysed using RIPA Lysis and Extraction Buffer (Thermo Scientific, 89901) containing the protease inhibitor cocktail (Thermo Scientific, 87786). Proteins were then separated by SDS‐polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes. After blocked with 5% fat‐free milk for 1 hour at room temperature, the membranes were incubated with primary antibodies at 4°C overnight: P21 antibody (Proteintech, 10355‐1‐AP), P53 antibody (Proteintech, 10442‐1‐AP) and beta‐actin antibody (Proteintech, 7D2C10). The membranes were then incubated with horseradish peroxidase‐conjugated secondary antibodies for 1 hour at room temperature: Goat anti‐rabbit IgG (Proteintech, SA00001‐2) and goat anti‐mouse IgG (Proteintech, SA00001‐1).

### 2.14 Statistical analysis

GraphPad Prism 7 software was used for graphical and statistical analyses. Experimental results were expressed as mean ± SD. Student's *t* test was used for statistical analysis. *P* values <.05 (*), <.01 (**) or <.001 (***) were considered to have statistical significance.

## 3 RESULTS

### 3.1 Pentamidine inhibits prostate cancer cell proliferation

To determine whether pentamidine has any effect on prostate cancer cell growth, we first examined the cell viability of prostate cancer cells upon pentamidine treatment by CCK‐8 assays and found that the androgen‐independent prostate cancer cells (PC3 and DU145) were more sensitive to pentamidine than androgen‐dependent LAPC4 and LNCap cells, whereas the drug displayed slight influence on cell vitality of RWPE‐1, which is a normal human prostate epithelial cell line (Figure 1A). Specifically, pentamidine exerted a significant inhibition on cell proliferation of PC3 and DU145 cells in a dose‐dependent as well as time‐dependent manner (Figure 1B‐C). In addition, pentamidine was found to markedly suppress colony formation ability of prostate cancer cells in a dose‐dependent manner (Figure 1D‐E).

**Figure 1:**
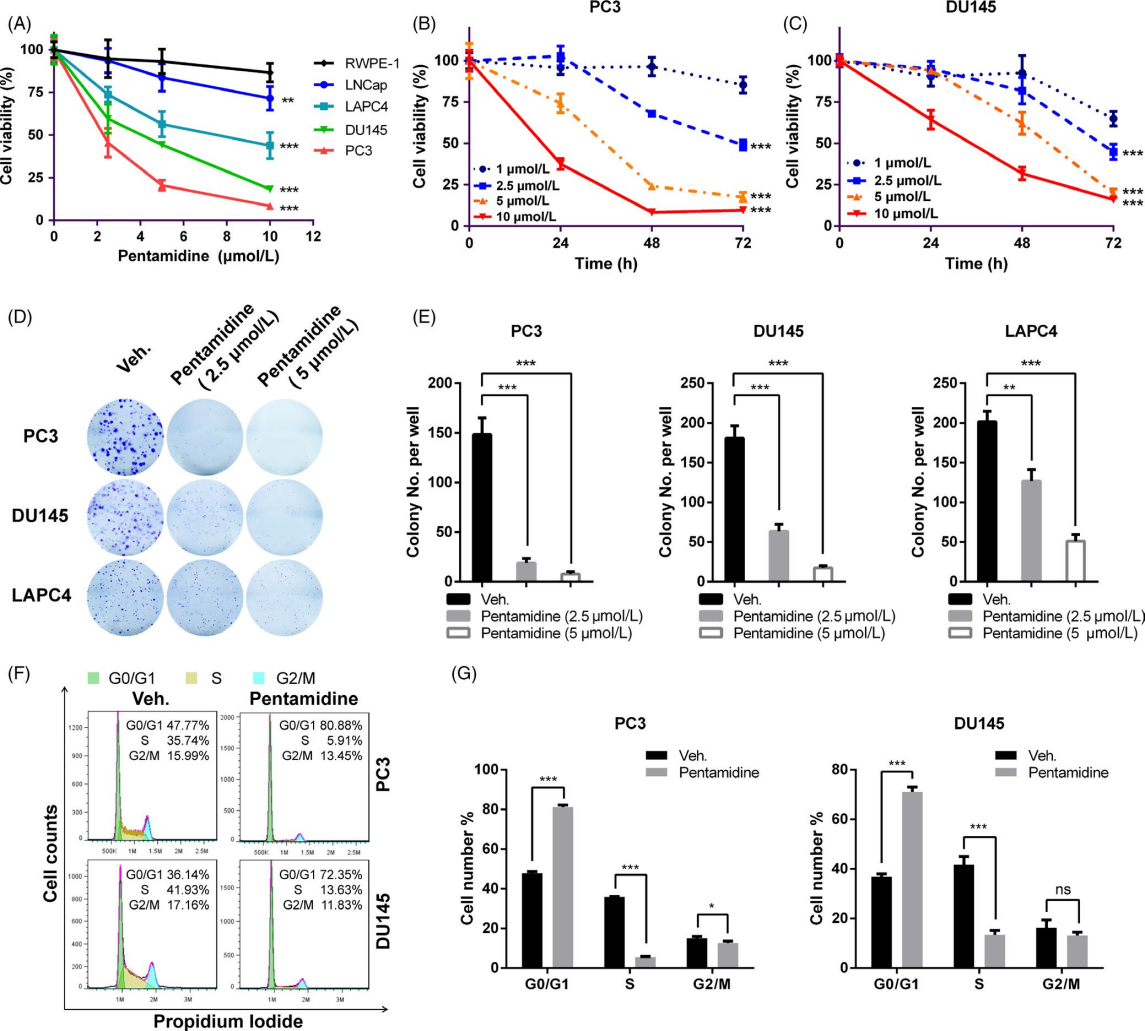
Pentamidine inhibits proliferation in prostate cancer cells. A, Cells were treated with pentamidine (0, 2.5, 5 and 10 μmol/L) for 48 h, and then, cell viability was determined by CCK‐8 assays. Statistical analysis was performed between each prostate cancer cell line and RWPE‐1. B, C, PC3 and DU145 cells were treated with pentamidine (1, 2.5, 5 and 10 μmol/L) for 0, 24, 48 or 72 h, and then, cell viability was determined by CCK‐8 assays. Statistical analysis was performed between cells treated with 1 μmol/L pentamidine and each of the other drug concentration groups. D, E, Long‐term colony formation assays of PC3, DU145 and LAPC4 cells induced by pentamidine (0, 2.5 and 5 μmol/L). (F‐G) Cell cycle distribution of PC3 and DU145 cells incubated with 2.5 μmol/L pentamidine or vehicle for 24 h. Unpaired *t* test was used for the statistical analysis. *P < .05; **P < .01; ***P < .001; ns, no significance. Data are presented as mean ± SD of at least three independent experiments

To explore whether pentamidine caused the arrest of cell cycle, a flow cytometric analysis of PC3 and DU145 stained with PI was performed. We found that pentamidine caused a significant increase in population of the G0/G1 cells along with a loss of cells in S phase, which intimated a block in G1/S progression (Figure 1F‐G). Furthermore, Western blot confirmed the increase in expression level of p53 and p21 in PC3 and DU145 cells under pentamidine treatment (Figure S1A). Taken together, these results suggest that pentamidine has potent anti‐tumour effects on prostate cancer cells.

### 3.2 Pentamidine suppresses the migration and invasion of prostate cancer cells

We next determined whether pentamidine exhibited an inhibitory role on migration in prostate cancer cells. As characterized by wound‐healing assays, pentamidine treatment led to a marked reduction in migration ability of PC3 and DU145 cells (Figure 2A, B). Similarly, transwell migration experiments indicated the inhibitory effects of pentamidine on cell mobility (Figure 2C, D). To evaluate the effects of pentamidine on invasion of prostate cancer cells, we performed transwell invasion experiments and found that the invasion ability of tumour cells was much lower in pentamidine treatment groups (Figure 2E, F). These results suggest that pentamidine inhibits prostate cancer cell migration and invasion in vitro.

**Figure 2:**
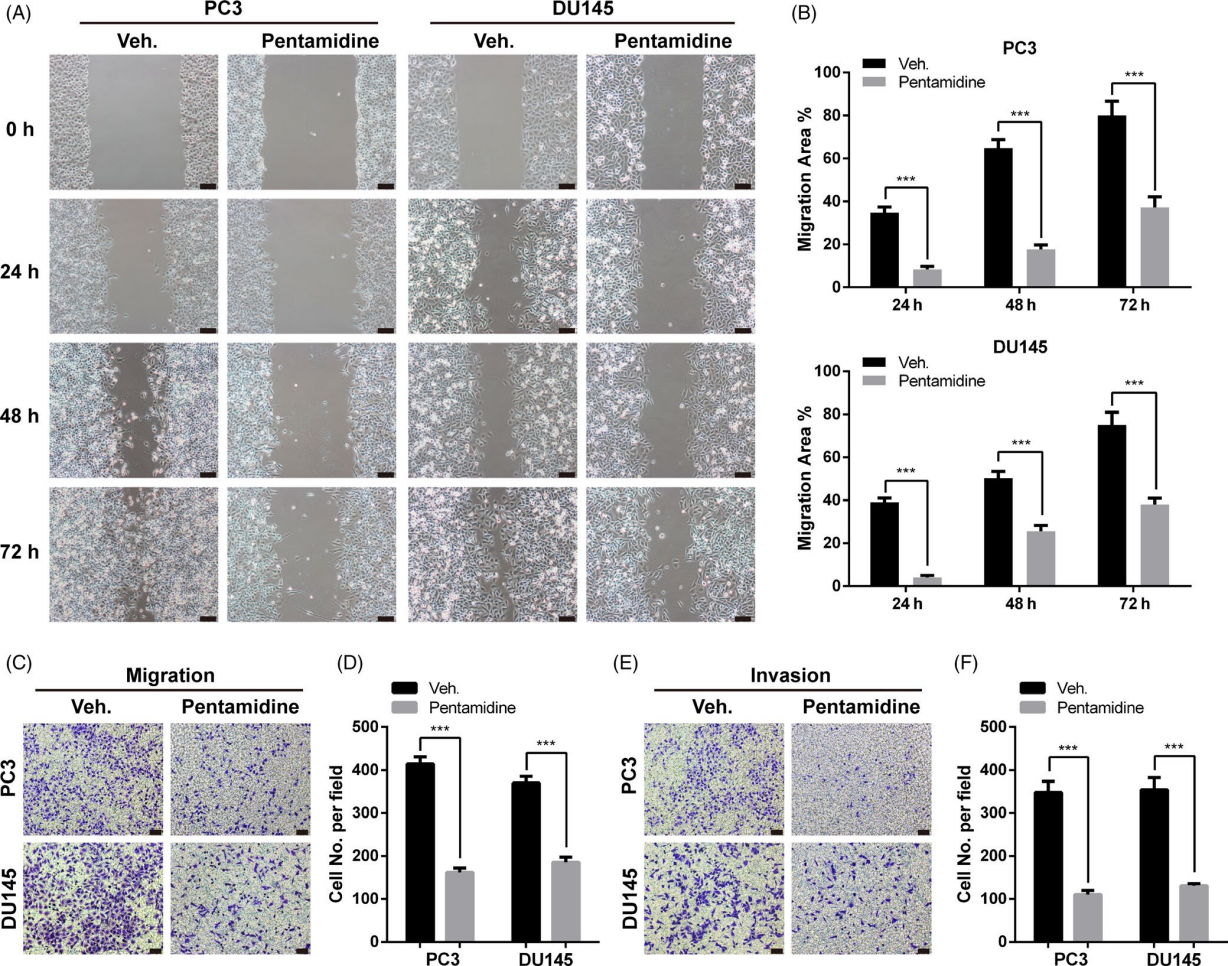
Pentamidine suppresses the migration and invasion of prostate cancer cells. A, B, Wound‐healing assays of PC3 and DU145 cells pre‐treated with 2.5 μmol/L pentamidine or vehicle. Scale bar, 100 μm. C, D, Transwell migration experiments of PC3 and DU145 cells pre‐treated with 2.5 μmol/L pentamidine or vehicle. Scale bar, 100 μm. (E‐F) Transwell invasion experiments of PC3 and DU145 cells pre‐treated with 2.5 μmol/L pentamidine or vehicle. Scale bar, 100 μm. Unpaired *t* test was used for the statistical analysis. ***P < .001. Data are presented as mean ± SD of at least three independent experiments

### 3.3 Pentamidine causes mtDNA reduction in prostate cancer cells

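RNA-seq was carried out in PC3 and DU145 cells, established human prostate cancer cell lines that grow without androgen, after 48 hours with 2.5 μmol/L pentamidine or with vehicle. There were 3 samples in each of the 4 groups, 12 in all. RNA with a poly(A) tail was captured with Oligo(dT) before sequencing. The authors aligned the reads with HISAT2 and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the genome build, the counting program or whether counting used the strand of the read. Of the 31961 genes whose Ensembl identifier is also in GENCODE release 29, an annotation of GRCh38, 30923 had the same chromosome, start, end and strand there, and coordinates are given on that build. A further deposited table is named for FPKM values. However, 100% of its 384924 values equalled the count scaled by the library total (CPM) within 1 part in 100000. It therefore holds values that were not divided by gene length. The total count per sample ranged from 13514195 to 15131436 in vehicle-treated PC3 cells (median 14610424) and from 14086950 to 14791260 in pentamidine-treated PC3 cells (median 14717776). It ranged from 13798818 to 14906017 in vehicle-treated DU145 cells (median 14670705) and from 13891795 to 14576040 in pentamidine-treated DU145 cells (median 14190864). Every pair of replicates differed by more than the sampling noise, with a mean chi-square per gene of 1.73 to 7.91, so each sample was counted once in n.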

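Counts were normalized by edgeR's TMM method and each cell line was tested on its own, with genes called differentially expressed at an absolute log2 fold change above 1 and an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In PC3 cells 658 of the 13861 genes tested passed, 477 higher and 181 lower after pentamidine treatment. In DU145 cells 290 of 14313 genes passed, 196 higher and 94 lower. With each sample left out in turn, the count ranged from 654 to 741 in PC3 cells and from 293 to 319 in DU145 cells. In PC3 cells the pentamidine and vehicle samples did not overlap for 52.2% of the genes tested, and in DU145 cells for 44.0%, where chance gives 10%. This held for 649 of the 658 genes called in PC3 cells and for 274 of the 290 called in DU145 cells. The setting that moved the counts most was the adjusted p alone, with no limit on the fold change, which called 6010 genes in PC3 cells and 4860 in DU145 cells. Among the 13125 genes tested in both lines, 97 passed in both against 7.92 expected by chance, and 94 of these changed in the same direction, 70 higher and 24 lower. The authors' deposited table, made with the DESeq package, calls 587 genes in PC3 cells and 172 in DU145 cells at the same threshold. Of those, 567 and 172 were also called by edgeR, all in the same direction.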

To uncover the mechanism underlying the inhibitory effects of pentamidine on prostate cancer cells, we performed RNA‐seq to compare the transcriptional difference between pentamidine‐ and vehicle‐treated PC3 as well as DU145 cells. GSEA of RNA‐seq data indicated suppression of processes related to mitochondrial RNA and its metabolism in cells upon pentamidine treatment (Figure 3A). 

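The member genes of the sets in Fig. 3A are not listed in the paper's text, so hand-written lists of nuclear genes stood in for them, with 54 genes of mitochondrial RNA metabolism and, among these, 26 genes of mitochondrial RNA processing. Each list was tested with limma's camera on log2 CPM at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 8 lists. In PC3 cells the median log2 fold change of the metabolism list was -0.088 (adjusted p = 0.0227, camera) and 37 of the 54 genes were lower after pentamidine treatment. The adjusted p of edgeR's test was below 0.05 for 23 of these genes over all genes tested and for 23 adjusted over the list alone, and 19 of the 23 were lower. In DU145 cells the median of the same list was -0.060 (adjusted p = 0.0179, camera), with 35 genes lower and 19 below 0.05 over all genes tested, 16 of them lower, and 19 adjusted over the list alone. The processing list had a median of -0.11 in PC3 cells (adjusted p = 0.0179, camera) and -0.12 in DU145 cells (adjusted p = 0.0041, camera). In each line 12 of its 26 genes were below 0.05 over all genes tested, 11 of them lower, and 12 were below 0.05 adjusted over the list alone. No gene of either list passed a log2 fold change of 1 in size. The largest decrease was that of TRMT10C at -0.58 in PC3 cells and that of FASTKD3 at -0.45 in DU145 cells, both genes picked after their values were seen. Per sample, the median of the metabolism list relative to vehicle was -0.11 ± 0.045 in pentamidine-treated PC3 cells against -0.00055 ± 0.042 in vehicle-treated PC3 cells (SD, n = 3), with no overlap between the groups. In DU145 cells it was -0.065 ± 0.023 against 0.0011 ± 0.025 (SD, n = 3), also without overlap.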

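With an inter-gene correlation estimated from the data, the adjusted p of the metabolism list by camera was 0.329 in PC3 cells and 0.189 in DU145 cells, and on DESeq2's values that of the Mitochondrial RNA metabolism list in DU145 cells was 0.220. Its median in DU145 cells went from -0.060 to -0.0024 with limma on log2(CPM + 0.1) and to -0.12 with lists made from GO terms. Over all alternatives the adjusted p ranged from 0.0010 to 0.329 in PC3 cells and from 0.0027 to 0.220 in DU145 cells. The processing list was at 0.101 and 0.102 under the estimated correlation, within ranges of 7.2e-04 to 0.282 and 3.9e-04 to 0.13. Under limma's fry both lists remained below 0.05 in both lines, and so did every other of the 8 lists that camera called in a single line. With the estimated correlation, the only calls of these 8 lists in a single line that stayed below 0.05 were those of the 13 mitochondria-encoded mRNAs in both lines and of the lists of S phase and G2M phase genes in PC3 cells. Lists made from the GO terms in the authors' deposited table, an alternative chosen after seeing the data, gave 26 metabolism genes and a median of -0.11 in PC3 cells (adjusted p = 0.114, camera), and 15 processing genes and a median of -0.077 (adjusted p = 0.282, camera). In DU145 cells these lists stayed below 0.05, with medians of -0.12 (adjusted p = 0.0391, camera) and -0.089 (adjusted p = 0.0391, camera). Without PC3 pentamidine replicate 3 the median of the Mitochondrial RNA metabolism list in PC3 cells was -0.065 (adjusted p = 0.0548, camera), and without PC3 vehicle replicate 1 it was -0.14. GSEA over all 12 samples ranked genes by signal to noise on CPM, without regard to cell line. Signal to noise is the difference between the pentamidine and vehicle means divided by the sum of their SDs. Here these SDs also contain the difference between the lines. The normalized enrichment score was -1.52 for the metabolism list (p = 0.0179, permutation test) and -1.70 for the processing list (p = 0.016, permutation test), each over 1000 permutations of the genes.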

Interestingly, the transcription levels of most of the mitochondria‐encoded genes were significantly reduced (Figure 3B). Furthermore, qPCR assays verified the reduced expression of related genes in PC3 and DU145 cells (Figure 3C‐D). 

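The 13 mRNAs encoded by the mitochondrial genome made up 3.42% ± 0.0721 of all counts in vehicle-treated PC3 cells and 0.248% ± 0.0075 after pentamidine treatment (SD, n = 3). In DU145 cells their share was 3.93% ± 0.11 with vehicle and 0.209% ± 0.0040 with pentamidine (SD, n = 3). All 13 decreased in both lines, with a median log2 fold change of -4.12 in PC3 cells (adjusted p = 2.4e-16, camera) and -4.84 in DU145 cells (adjusted p = 1.0e-25, camera). The adjusted p of each of the 13 was below 0.05 over all genes tested and also adjusted over the list alone. MT-CO1, at positions 5904 to 7445 of the mitochondrial genome, encodes a subunit of cytochrome c oxidase and was the most abundant gene in the vehicle samples. Its normalized level fell from 13054 ± 259 to 822 ± 10.9 CPM in PC3 cells (SD, n = 3), a log2 fold change of -3.99 (standard error 0.047, adjusted p = 1.8e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level fell in DU145 cells from 13685 ± 181 to 674 ± 26.0 CPM (SD, n = 3), a log2 fold change of -4.34 (standard error 0.031, adjusted p = 1.8e-63, same edgeR test). The largest decrease was that of MT-CO2 (positions 7586 to 8269), with -5.24 in PC3 cells and -5.96 in DU145 cells, and the smallest that of MT-ND1 (positions 3307 to 4262), with -2.11 and -2.56. MT-TP, a tRNA gene on the other strand at positions 15956 to 16023, decreased by -4.42 in PC3 cells and -4.27 in DU145 cells. The alternative that moved the mRNAs most was limma on log2(CPM + 1), which understates changes at low counts and gave -4.82 for MT-ATP8 in DU145 cells against -5.30. Every alternative kept the decrease of all 13 mRNAs and of MT-TP.
The tRNA gene MT-TF, at positions 577 to 647, had only 1 to 5 counts per sample in vehicle-treated PC3 cells and 25 to 33 after pentamidine treatment. Its log2 fold change there was 3.44 (standard error 0.45, adjusted p = 1.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4.21 without PC3 vehicle replicate 1. In DU145 cells it had 2 to 3 counts per sample with vehicle and 9 to 39 with pentamidine, at least 7.26-fold higher. It did not pass the filter on low counts in that line, and without the filter edgeR's test gave a log2 fold change of 3.15 (adjusted p = 1.3e-08). Reads on MT-ATP6 (positions 8527 to 9207) and MT-ATP8 (positions 8366 to 8572), and on MT-ND4 (positions 10760 to 12137) and MT-ND4L (positions 10470 to 10766), overlap within each pair, and MT-ND6 and MT-TP lie on the other strand from their neighbours, so the values of these genes are uncertain. Nuclear copies of mitochondrial genes share sequence with them, and in vehicle-treated cells the copy MTATP6P1 on chromosome 1 held 15.8% of the count of MT-ATP6 in PC3 cells and 14.5% in DU145 cells. Because pentamidine had been reported to bind mitochondrial DNA of parasites and to break it, the paper went on to measure mitochondrial DNA content.

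**Figure D1:**
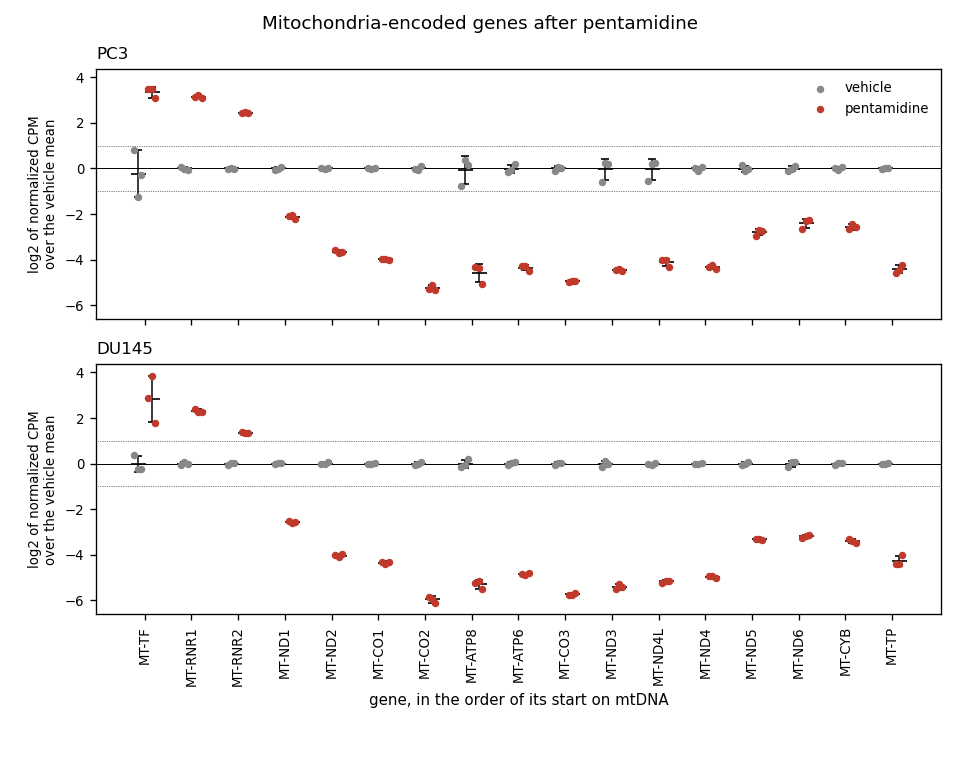
Level of the mitochondria-encoded genes in PC3 (top) and DU145 (bottom) cells, as log2 of the normalized CPM relative to the mean of the vehicle samples, with genes in order of their position on the mitochondrial genome. Grey points are the 3 vehicle samples and red points the 3 pentamidine samples, bars show the mean ± SD and dotted lines mark a log2 change of 1 in either direction. The 13 mRNAs and MT-TP lie below the lower line in both cell lines, and MT-RNR1, MT-RNR2 and, at few counts, MT-TF lie above the upper one.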

The transcription levels of TFAM and NRF1, encoding transcription factors in charge of mitochondrial transcription, had no significant change in PC3 and DU145 cells upon pentamidine treatment (Figure S1B).

**Figure 3:**
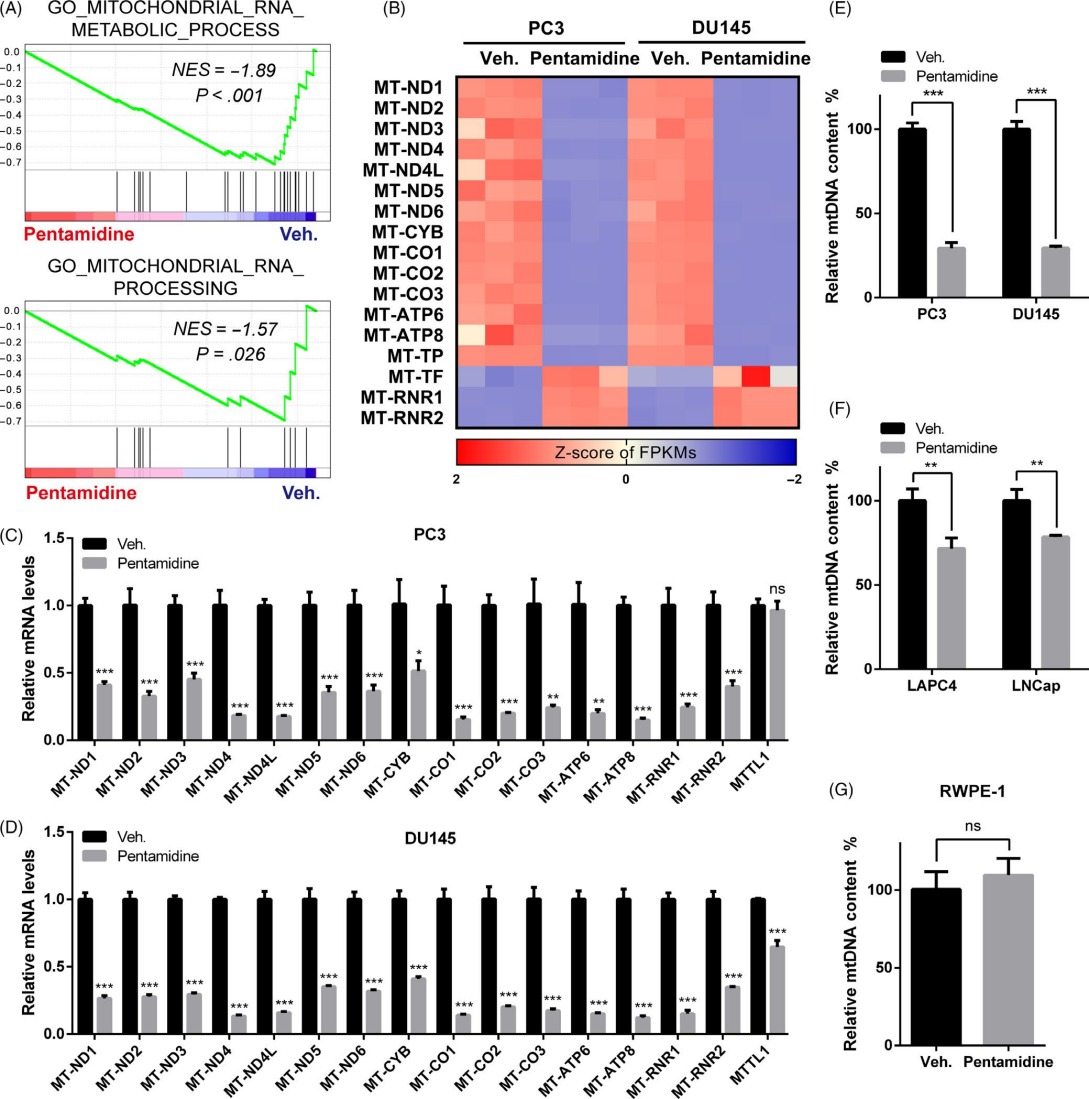
Pentamidine causes mtDNA reduction in prostate cancer cells. A, GSEA analysis of RNA‐seq data indicated downregulation of genes involved in processes related to mitochondrial RNA and its metabolism in pentamidine‐treated prostate cancer cells. NES, normalized enrichment score. B, Heatmap of the mRNA expression of mitochondria‐encoded genes in pentamidine‐ and vehicle‐treated prostate cancer cells, as analysed by RNA‐seq. FPKMs, fragments per kilobase of transcript per million mapped reads. C, D, qPCR analysis of transcription levels of mitochondria‐encoded genes in PC3 and DU145 cells. E‐G Effects of pentamidine on mtDNA content in PC3, DU145, (E) LAPC4, LNCap, (F) and RWPE‐1 (G) cells. mtDNA, mitochondrial DNA. Unpaired *t* test was used for the statistical analysis. *P < .05; **P < .01; ***P < .001; ns, no significance. Data are presented as mean ± SD of at least three independent experiments

Pentamidine was previously reported to bind to and break mtDNA in parasites.^27^, ^28^, ^29^ Hence, we investigated whether pentamidine decreased mtDNA content in prostate cancer cells. We observed that pentamidine treatment indeed caused mtDNA reduction. In detail, pentamidine exhibited a significant decrease in PC3 and DU145 mtDNA content (Figure 3E), whereas the reduction in mtDNA was moderate in LNCap and LAPC4 cells (Figure 3F), which further verified that pentamidine was more suitable for targeting the androgen‐independent prostate cancer cells. However, the mtDNA level in RWPE‐1 cells was approximately not affected (Figure 3G). Collectively, these results indicate that pentamidine selectively impairs the mtDNA of prostate cancer cells.

### 3.4 Pentamidine induces mitochondrial morphological changes and dysfunction

Transmission electron micrographs revealed that mitochondria of pentamidine‐treated cells were swollen and distensible. In vehicle‐treated cells, we found many mitochondria with flattened cristae, whereas the cristae system practically disappeared in swollen mitochondria of PC3 and DU145 cells upon pentamidine treatment (Figure 4A). We further explored the influence on mitochondrial network of pentamidine in PC3 and DU145 cells. In control groups, the mitochondrial network was interconnected and extensive throughout the cells (Figure 4B). However, in pentamidine‐treated cells, the mitochondrial network was significantly disturbed and scattered (Figure 4B), accompanied by average mitochondrial elongation, and interconnectivity values were significantly decreased (Figure 4C), which suggested the mitochondrial network fragmentation.^37^

**Figure 4:**
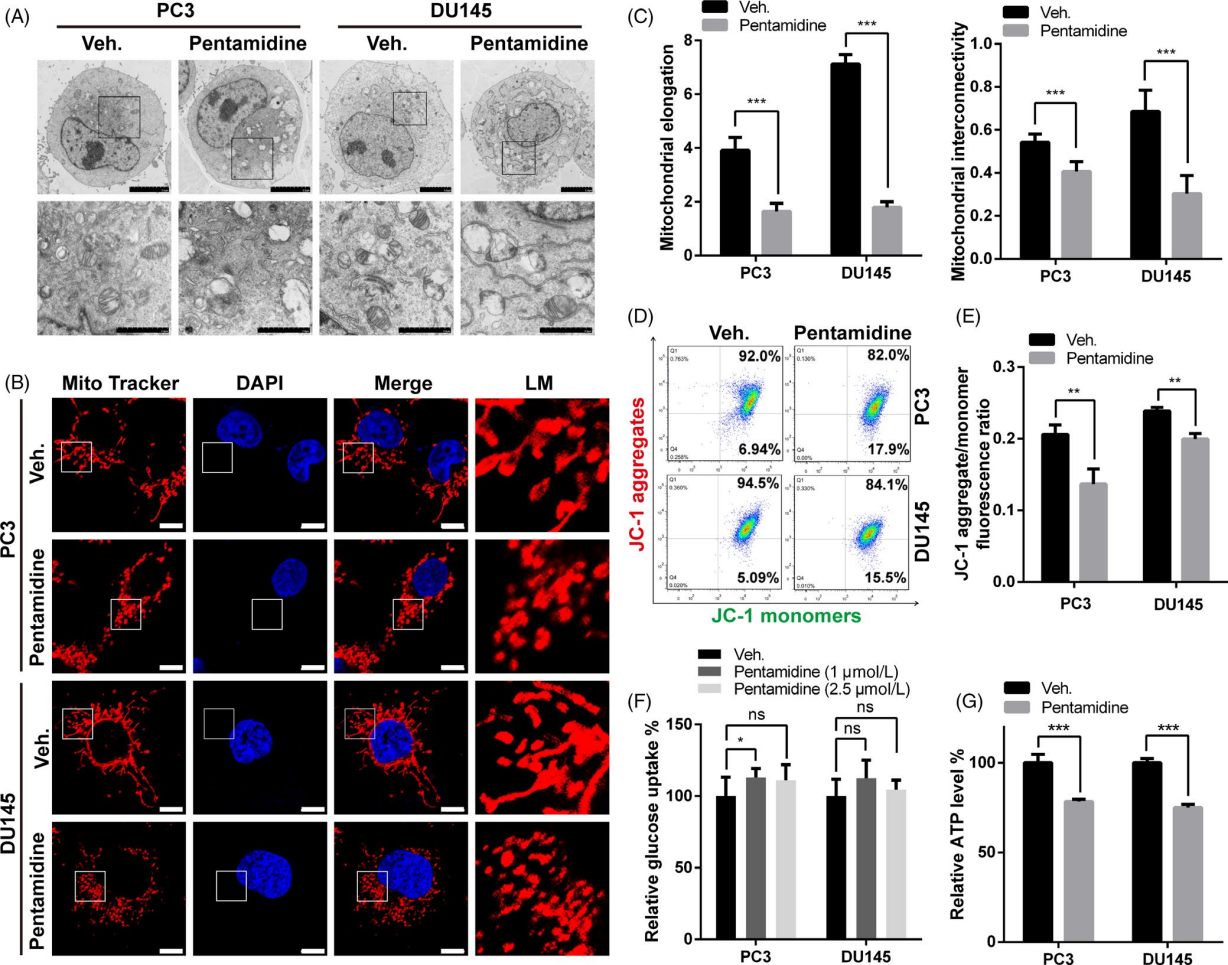
Pentamidine induces mitochondrial morphological changes and dysfunction. A, Transmission electron micrographs of PC3 and DU145 cells upon 2.5 μmol/L pentamidine or vehicle treatment. Scale bar, 5 μm (top), 2 μm (bottom). B, Effects of pentamidine on mitochondrial network morphology in PC3 and DU145 cells stained with MitoTracker Red. Scale bar, 10 μm. LM, local magnification. C, Quantitative image analysis of mitochondrial elongation and interconnectivity by ImageJ. D‐E, Flow cytometric analysis of ΔΨm in PC3 and DU145 cells treated with 2.5 μmol/L pentamidine or vehicle. ΔΨm was evaluated by the JC‐1 aggregate/monomer fluorescence ratio. F, Effects of pentamidine on glucose uptake in PC3 and DU145 cells. G, Influences of pentamidine in ATP production of PC3 and DU145 cells. Unpaired t test was used for the statistical analysis. *P < .05; **P < .01; ***P < .001; ns, no significance. Data are presented as mean ± SD of at least three independent experiments

We labelled live cells with JC‐1 and measured the ΔΨm.^38^, ^39^ The data demonstrated that pentamidine treatment dissipated ΔΨm in PC3 and DU145 cells (Figure 4D, E). Next, we determined the energy production ability of mitochondria and found that glucose uptake increased slightly, but not significantly; whereas there was a decrease in the ATP level of both cell lines upon pentamidine treatment (Figure 4F, G). These data indicate that pentamidine induces mitochondrial morphological changes and dysfunction in prostate cancer cells.

### 3.5 Pentamidine leads to apoptosis in prostate cancer cells

When we examined the morphology of prostate cancer cells under light microscopes, pentamidine was found to induce morphological changes associated with cell death (Figure S1C). Mitochondria have a major role in apoptosis induction. Disruption of ΔΨm is accompanied by the translocation and release of apoptogenic factors, including cytochrome c, which then activate mitochondrial‐mediated apoptosis pathways. 

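Hand-written lists of 26 genes of the release of cytochrome c from mitochondria and of 95 genes of intrinsic apoptotic signalling were tested in place of the gene sets of the paper's GSEA, whose members its text does not list. In PC3 cells 19 genes of the cytochrome c release list had enough counts to be tested, and their median log2 fold change was 0.020, with 10 genes higher (adjusted p = 0.354 from limma's camera). Of these, 9 had an adjusted p below 0.05 over all genes tested, 6 of them higher, and 9 adjusted over the list alone. The direction of this median in PC3 cells rested on single samples, since it was -0.072 without PC3 vehicle replicate 1 and 0.092 without PC3 vehicle replicate 2. In DU145 cells the median over 22 genes was 0.071, with 13 higher (adjusted p = 0.413, camera) and 11 below 0.05 over all genes tested, 6 of them higher, and 11 adjusted over the list alone. Without DU145 vehicle replicate 2 it was 0.14 and without DU145 vehicle replicate 1 it was 0.043. BBC3 was the only gene of this list past the threshold in PC3 cells, and BBC3 and HRK in DU145 cells. The intrinsic apoptosis list had a median of 0.032 over 87 genes in PC3 cells, 47 of them higher (adjusted p = 0.205, camera), which fell to 0.0013 without PC3 vehicle replicate 3. In that line 53 genes had an adjusted p below 0.05 over all genes tested, 31 of them higher, and 55 adjusted over the list alone, and 13 genes passed the threshold, 12 of them higher. In DU145 cells its median was -0.019 over 88 genes, 41 of them higher (adjusted p = 0.984, camera). The sign of this median changed to 0.031 under scaling by library size alone and to 0.0019 without DU145 pentamidine replicate 1. There 50 genes were below 0.05 over all genes tested, 23 of them higher, and 51 adjusted over the list alone, and 8 genes passed the threshold, 6 of them higher. Limma's fry, which does not set a list against the genes outside it, called the cytochrome c release list higher in PC3 cells (adjusted p = 0.0083) and in DU145 cells (adjusted p = 0.0109), and the intrinsic apoptosis list higher in PC3 cells (adjusted p = 5.8e-05) and in DU145 cells (adjusted p = 0.0013). Over all alternatives the adjusted p of the cytochrome c release list ranged from 0.0083 to 0.618 in PC3 cells and from 0.0109 to 0.604 in DU145 cells, and that of the intrinsic apoptosis list from 2.2e-05 to 0.550 and from 0.0013 to 0.999. In GSEA over all 12 samples the normalized enrichment score was 1.59 for the cytochrome c release list (p = 0.0173, permutation test) and 1.72 for the intrinsic apoptosis list (p = 0.001, the smallest that 1000 permutations can give).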

GSEA analysis of RNA‐seq data indicated a positive regulation of release of cytochrome c from mitochondria and intrinsic apoptotic signalling pathway in pentamidine‐treated prostate cancer cells (Figure 5A). 

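BBC3 (chromosome 19, 47220822 to 47232766), which encodes the BH3-only protein PUMA, rose from 3.34 ± 0.394 to 9.64 ± 0.853 CPM in PC3 cells (SD, n = 3), a log2 fold change of 1.52 (standard error 0.16, adjusted p = 6.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise in DU145 cells was from 2.03 ± 0.609 to 6.99 ± 0.519 CPM (SD, n = 3), a log2 fold change of 1.77 (standard error 0.20, adjusted p = 2.2e-10, same edgeR test). TRIB3 (chromosome 20, 362835 to 397559) had a log2 fold change of 2.40 in PC3 cells (standard error 0.049, adjusted p = 1.7e-16, edgeR) and 1.66 in DU145 cells (standard error 0.039, adjusted p = 1.1e-38, edgeR). DDIT3 (chromosome 12, 57516588 to 57520517), which encodes the transcription factor CHOP, had a log2 fold change of 2.74 in PC3 cells (standard error 0.15, adjusted p = 2.4e-10, edgeR) and 1.27 in DU145 cells (standard error 0.13, adjusted p = 1.6e-11, edgeR). HRK (chromosome 12, 116856144 to 116881441) was close to the limit of detection. It had 5 to 6 counts per sample in vehicle-treated DU145 cells and 20 to 44 after pentamidine treatment, a log2 fold change of 2.46 (standard error 0.39, adjusted p = 1.0e-06, edgeR). In PC3 cells it had 0 to 2 counts per sample with vehicle and 8 to 20 with pentamidine, at least 4.53-fold higher, and did not pass the filter on low counts. Without the filter, edgeR's test gave HRK a log2 fold change of 3.24 in PC3 cells (adjusted p = 2.3e-05). BIRC3 (chromosome 11, 102317450 to 102339403), an inhibitor of apoptosis, fell from 147 ± 17.6 to 56.8 ± 1.15 CPM in PC3 cells (SD, n = 3), a log2 fold change of -1.37 (standard error 0.075, adjusted p = 1.6e-10, edgeR). The decrease in DU145 cells was from 407 ± 17.6 to 119 ± 0.982 CPM (SD, n = 3), a log2 fold change of -1.78 (standard error 0.037, adjusted p = 2.1e-41, edgeR). For each of these 5 genes the pentamidine and vehicle samples did not overlap in either line.
Among further genes of apoptosis and cellular stress, DDIT4 (chromosome 10, 72273920 to 72276036) had a log2 fold change of 5.30 in PC3 cells and 2.05 in DU145 cells. PMAIP1 (0.78 and 0.33) and TNFRSF1A (0.67 and 0.42) were higher in both lines without passing a log2 fold change of 1 in either. Their adjusted p was at most 3.1e-05 in edgeR's test, with no overlap between the groups.

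**Figure D2:**
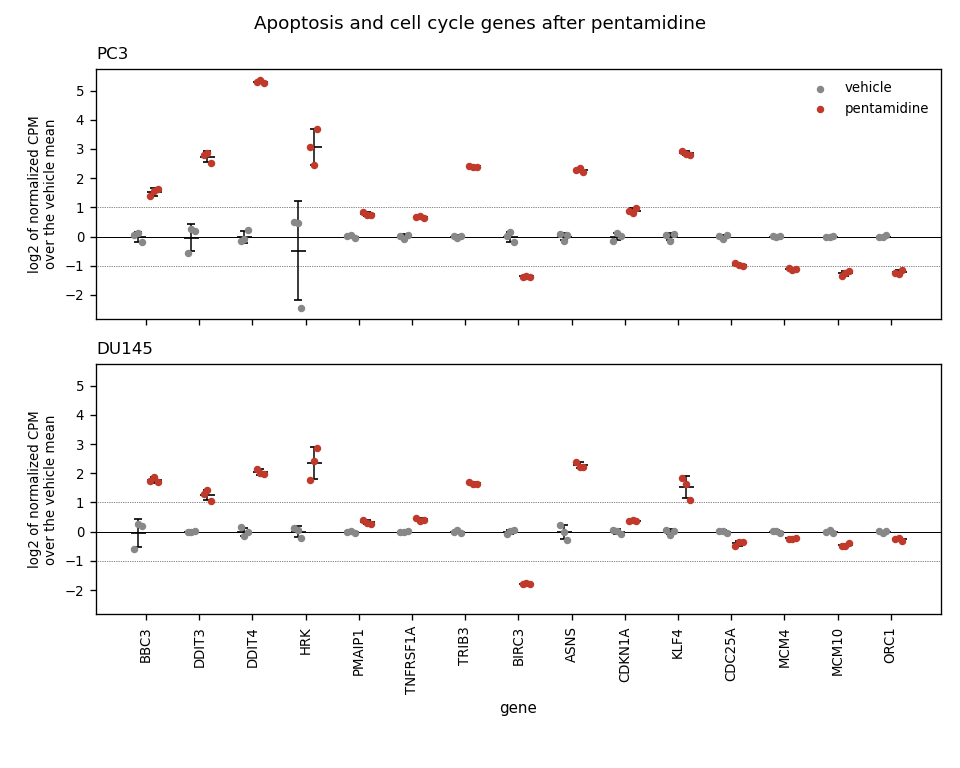
Level of apoptosis and cell cycle genes in PC3 (top) and DU145 (bottom) cells, as log2 of the normalized CPM relative to the mean of the vehicle samples. Grey points are the 3 vehicle samples and red points the 3 pentamidine samples, bars show the mean ± SD and dotted lines mark a log2 change of 1 in either direction. HRK, drawn with 0.02 CPM added to every value, has the widest spread between replicates in PC3 cells.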

Genes coding for pro‐apoptotic proteins, such as BBC3, TRIB3, DDIT3 and HRK, were shown to be significantly upregulated at mRNA levels in prostate cancer cells upon pentamidine treatment, whereas the transcription level of BIRC3, which encoded an inhibitor of apoptosis, was downregulated in pentamidine‐treated PC3 and DU145 cells (Figure 5B). These results were verified by qPCR (Figure 5C‐D). 

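The RNA-seq data on the cell cycle were read through the genes drawn in Fig. 5B and through the lists of 43 S phase and 54 G2M phase genes that the Seurat package carries. In PC3 cells MCM4 (chromosome 8, 47960185 to 47978160), a subunit of the replicative helicase, fell from 422 ± 8.18 to 196 ± 3.64 CPM (SD, n = 3), a log2 fold change of -1.11 (standard error 0.047, adjusted p = 5.1e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MCM10 (-1.26) and ORC1 (-1.22) also passed the threshold in PC3 cells. CDC25A did not at -0.97, but reached -1.01 without PC3 vehicle replicate 2. In DU145 cells the decreases were smaller and none passed the threshold, with -0.23 for MCM4 (standard error 0.031, adjusted p = 2.9e-08, edgeR), -0.46 for MCM10, -0.25 for ORC1 and -0.40 for CDC25A, the adjusted p being at most 1.6e-04 in edgeR's test. CDKN1A (chromosome 6, 36676460 to 36687339), which encodes the cyclin-dependent kinase inhibitor p21, rose by a log2 fold change of 0.89 in PC3 cells (standard error 0.069, adjusted p = 1.9e-08, edgeR) and 0.37 in DU145 cells (standard error 0.042, adjusted p = 1.8e-10, edgeR). KLF4 had a log2 fold change of 2.86 in PC3 cells and 1.56 in DU145 cells, and ASNS had 2.29 in both. The median log2 fold change of the S phase list was -0.64 in PC3 cells (adjusted p = 5.2e-20 from limma's camera), where all 43 genes were lower, and -0.13 in DU145 cells (adjusted p = 1.1e-04, camera), where 35 were. Of the 43 genes, 41 had an adjusted p below 0.05 over all genes tested and 42 adjusted over the list alone in PC3 cells, against 22 and 24 in DU145 cells. FEN1, MCM4, CLSPN and E2F8 were the 4 genes of the list past the threshold in PC3 cells, of which all but MCM4 were picked after their values were seen. The call of the S phase list in DU145 cells was lost under the estimated inter-gene correlation (adjusted p = 0.102) and on DESeq2's values (adjusted p = 0.0525), within a range of 3.8e-06 to 0.102 over the alternatives. The G2M phase list had a median of -0.50 in PC3 cells (adjusted p = 1.5e-17, camera), with 53 of 54 genes lower, 47 below 0.05 over all genes tested and 50 adjusted over the list alone. In DU145 cells its median was -0.046 (adjusted p = 0.0729, camera), with 34 genes lower, 22 below 0.05 over all genes tested and 25 adjusted over the list alone. The median of the G2M phase list in DU145 cells became 0.0041 under scaling by library size alone, while its adjusted p fell to 0.0256 without DU145 vehicle replicate 1 and to 0.0041 under fry, within a range of 0.0041 to 0.377 over the alternatives. Tested as an interaction of treatment and cell line, the 2 lines differed by a median of 0.52 for the S phase list (adjusted p = 4.6e-26, camera) and of 0.48 for the G2M phase list (adjusted p = 9.2e-25, camera).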

Data of RNA‐seq and qPCR also indicated an arrest of cell cycle phase transition (Figure 5B, D; Figure S1D), which was consistent with our previous experimental results (Figure 1F, G). Next, we performed cell apoptosis assays using an Annexin V‐APC/PI double staining kit and flow cytometry analysis, which confirmed that pentamidine markedly induced cell apoptosis in PC3 and DU145 cells (Figure 5E‐H).

**Figure 5:**
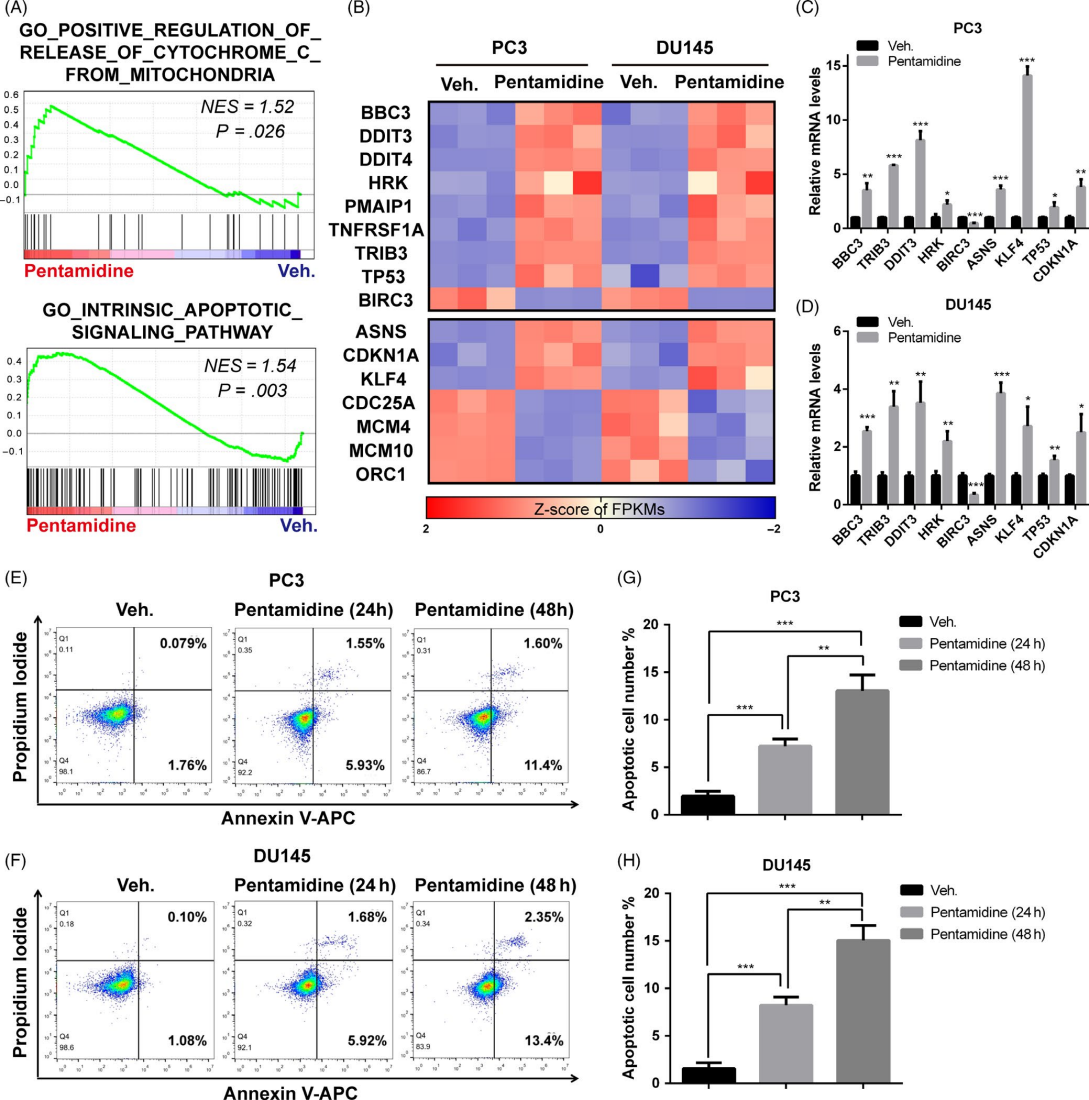
Pentamidine leads to apoptosis in prostate cancer cells. A, GSEA analysis of RNA‐seq data indicated a positive regulation of release of cytochrome c from mitochondria and intrinsic apoptotic signalling pathway in prostate cancer cells upon pentamidine treatment. NES, normalized enrichment score. B, Heatmaps of the mRNA expression of genes related to apoptosis and cell cycle in pentamidine‐ and vehicle‐treated PC3 and DU145 cells, as analysed by RNA‐seq. FPKMs, fragments per kilobase of transcript per million mapped reads. C, D, qPCR analysis of transcription levels of genes related to apoptosis and cell cycle in PC3 and DU145 cells. E‐H, Flow cytometric assays of the apoptotic percentage (including viable and non‐viable apoptotic cells) in pentamidine‐ and vehicle‐treated PC3 and DU145 cells. Unpaired *t* test was used for the statistical analysis. *P < .05; **P < .01; ***P < .001. Data are presented as mean ± SD of at least three independent experiments

### 3.6 Pentamidine mediates prostate cancer cell apoptosis by inducing ROS production

ROS generation plays a key role in regulating DNA damage and apoptosis.^40^ 

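A hand-written list of 49 genes of the response to reactive oxygen species (ROS) was tested in place of the gene set of the paper's GSEA. In PC3 cells 45 of them were tested, with a median log2 fold change of -0.0035 and 22 genes higher after pentamidine treatment (adjusted p = 0.46 from limma's camera). Of these, 21 had an adjusted p below 0.05 over all genes tested and 21 adjusted over the list alone, and 13 of the 21 were higher. FTL (1.16), GLRX (1.16) and TXNRD1 (1.14) were past the threshold in PC3 cells, all 3 picked after their values were seen. In DU145 cells the median over 44 genes was -0.026, with 20 higher (adjusted p = 0.511, camera), and 21 genes were below 0.05 over all genes tested, 9 of them higher, and 25 adjusted over the list alone. The only one past the threshold in DU145 cells was SOD2 (-1.60), also picked after its value was seen. Relative to the mean of the vehicle samples, the pentamidine and vehicle samples overlapped in the median of this list in both lines. The direction of the median in PC3 cells changed with the processing, since it was 0.037 without PC3 vehicle replicate 3, -0.044 without PC3 pentamidine replicate 2 and 0.0013 for genes with at least 10 counts in every sample. In DU145 cells it was 0.024 under scaling by library size alone, and it ranged from -0.048 without DU145 vehicle replicate 3 to -0.0094 without DU145 vehicle replicate 1. Under fry the list was higher in PC3 cells (adjusted p = 0.0105) but not in DU145 cells (adjusted p = 0.334), within ranges over the alternatives of 0.0105 to 0.772 and 0.331 to 0.961. In GSEA over all 12 samples its normalized enrichment score was 1.52 (p = 0.0207, permutation test).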

GSEA analysis of RNA‐seq data indicated an activation of ROS pathway in pentamidine‐treated prostate cancer cells (Figure 6A). We then examined the intracellular ROS levels by assessing the fluorescence intensity of 2′,7′‐dichlorofluorescein diacetate dye. Compared with the control cells, prostate cancer cells exposed to pentamidine showed a higher 2′,7′‐dichlorofluorescein diacetate fluorescence intensity, indicating that pentamidine enhanced ROS production in these cells (Figure 6B, C).

**Figure 6:**
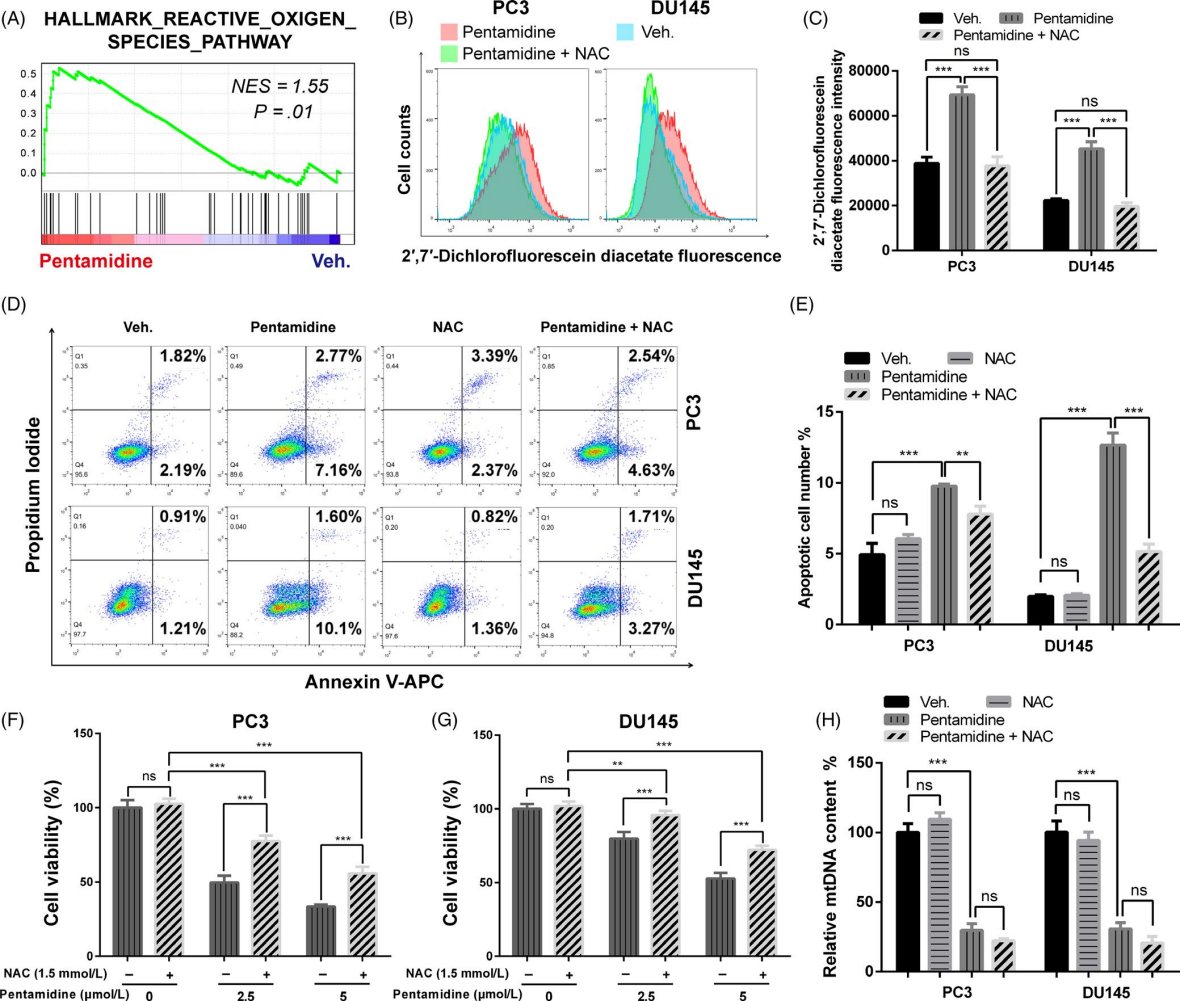
Pentamidine mediates prostate cancer cell apoptosis by inducing ROS production. A, GSEA analysis of RNA‐seq data indicated the activation of ROS pathway in pentamidine‐treated prostate cancer cells. NES, normalized enrichment score. B, C, Effects of pentamidine and NAC on ROS levels. ROS production was evaluated by 2′,7′‐dichlorofluorescein diacetate fluorescence intensity. NAC, *N*‐acetyl‐l‐cysteine. D, E, Flow cytometric assays of the apoptotic percentage (including viable and non‐viable apoptotic cells) in PC3 and DU145 cells upon vehicle, pentamidine or NAC treatment. F, G, Cell viability of PC3 and DU145 cells treated with pentamidine (0, 2.5 and 5 μmol/L) or 1.5 mmol/L NAC for 48 h. H, Effects of NAC on mtDNA content in PC3 and DU145 cells upon 2.5 μmol/L pentamidine or vehicle treatment. mtDNA, mitochondrial DNA. Unpaired t test was used for the statistical analysis. **P < .01; ***P < .001; ns, no significance. Data are presented as mean ± SD of at least three independent experiments

NAC, an antioxidant, was able to reduce ROS in PC3 and DU145 cells (Figure 6B, C). We found that NAC relieved the cell apoptosis and proliferation inhibition induced by pentamidine, whereas itself had no significant effect on apoptosis, proliferation and mtDNA content in prostate cancer cells (Figure 6D‐H). The results suggest that pentamidine induces prostate cancer cell apoptosis by upregulating ROS production. In addition, notably, reduction in mtDNA induced by pentamidine was not mitigated by NAC (Figure 6H).

### 3.7 Pentamidine inhibits tumour growth in vivo

We next tested whether pentamidine played an anti‐tumour effect in vivo using nude mouse xenograft models. Pentamidine was found to significantly suppress the growth of xenograft tumours (Figure 7A‐E). The reduction in tumour volume and weight was not a consequence of overall toxicity, as we did not observe body weight loss in mice treated with pentamidine (Figure S2A‐B). Immunohistochemistry assays showed that the levels of Ki67, a marker of proliferating cells, and MTCO2, a subunit of the cytochrome C oxidase encoded by the mitochondria, were reduced, and the proportion of cleaved caspase‐3 positive cells was significantly increased in xenograft tumours upon pentamidine treatment (Figure 7F‐H). Taken together, these results demonstrate that pentamidine inhibits prostate cancer growth as well as induces mitochondrion‐related changes and apoptosis in vivo.

**Figure 7:**
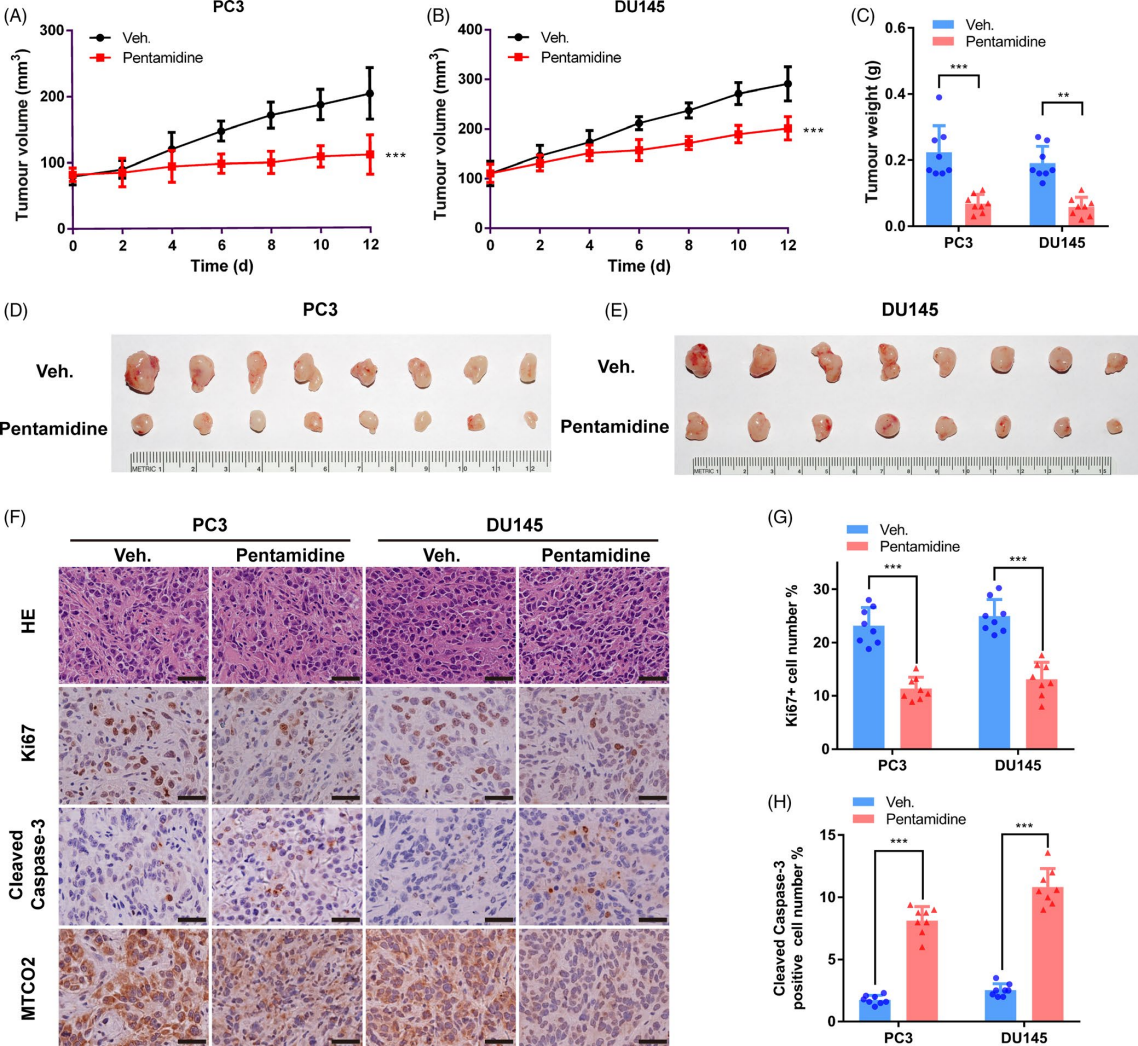
Pentamidine inhibits tumour growth in vivo. A, B Relative tumour volume in nude mice. Tumour volume was measured once every two days from the day of drug administration. C, Weight of xenograft tumours when they were harvested. D, E, Photographs of xenograft tumours when they were harvested. F, H&E staining and immunohistochemistry images with antibodies against Ki67, MTCO2 or cleaved caspase‐3 in PC3 and DU145 xenograft tumours. Scale bar, 50 μm. G, Proportion of Ki67 positive cells was reduced in xenograft tumours upon pentamidine treatment. H, Proportion of cleaved caspase‐3 positive cells was increased in xenograft tumours upon pentamidine treatment. Unpaired *t* test was used for the statistical analysis. **P < .01; ***P < .001. Data are presented as mean ± SD

## 4 DISCUSSION

In the current study, we investigated the anti‐cancer activity of an anti‐protozoal aromatic diamidine derivative, pentamidine, in prostate cancer cells. We find that pentamidine exerts a profound inhibitory effect on proliferation, colony formation, migration and invasion in prostate cancer cells. Systemic administration of pentamidine markedly suppresses the tumour growth capacity of prostate cancer in vivo. In addition, we further demonstrate that pentamidine causes mtDNA reduction and induces mitochondrial morphological changes, mitochondrial dysfunction, ROS generation and apoptosis in prostate cancer cells.

In the practice of developing efficacious anti‐cancer drugs, repositioning of current clinical drugs may serve as an attractive approach owing to their favourable in vivo safety and relatively clear pharmacokinetics and pharmacodynamics.^41^, ^42^ Dr Jung and colleagues found that pentamidine reduced expression of hypoxia‐inducible factor‐1α (HIF‐1α) in DU145 cells.^34^ In the present study, we examined the activity of pentamidine in several prostate cancer cells, including PC3, DU145, LAPC4 and LNCap, as well as normal prostate epithelial cells, RWPE‐1. Interestingly, PC3 and DU145 cells, which are androgen‐independent and do not express prostate‐specific antigen (PSA), are more sensitive to pentamidine than LAPC4 and LNCap cells. In addition, accompanied by its inhibitory effects on proliferation, migration and invasion of PC3 and DU145 cells and low toxicity to RWPE‐1 cells in vitro, pentamidine treatment achieves great anti‐tumour effects without obvious toxicity in nude mouse xenograft models. These results suggest a promising repositioning of pentamidine for the treatment of prostate cancer. However, the potential clinical application of pentamidine in broader tumour types needs to be further evaluated.

Mitochondria play a vital role in proliferation and apoptosis of a cell. mtDNA is necessary for respiratory function and tumorigenic potential of cancer cells.^43^, ^44^ Therefore, many research groups are trying to search anti‐cancer drugs targeting mitochondria and mtDNA.^16^, ^45^, ^46^ However, small‐molecule drug candidate with good in vivo tolerance and favourable pharmacodynamics are still lacking.^46^ Data presented here demonstrate that pentamidine may serve as a novel mitochondria‐targeted therapeutic agent for prostate cancer. 

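In the same RNA-seq data, MT-RNR1, the gene of the 12S rRNA at positions 648 to 1601 of the mitochondrial genome, rose from 597 ± 28.0 to 5300 ± 240 CPM in PC3 cells (SD, n = 3), a log2 fold change of 3.15 (standard error 0.053, adjusted p = 1.2e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its rise in DU145 cells was from 801 ± 33.0 to 4007 ± 185 CPM (SD, n = 3), a log2 fold change of 2.32 (standard error 0.032, adjusted p = 8.7e-50, same edgeR test). MT-RNR2, the gene of the 16S rRNA at positions 1671 to 3229, rose from 3571 ± 72.3 to 19516 ± 314 CPM in PC3 cells (SD, n = 3), a log2 fold change of 2.45 (standard error 0.043, adjusted p = 1.8e-17, edgeR). In DU145 cells it rose from 5321 ± 160 to 13679 ± 388 CPM (SD, n = 3), a log2 fold change of 1.36 (standard error 0.027, adjusted p = 9.1e-42, edgeR). With each sample left out in turn, the log2 fold change of MT-RNR1 stayed between 3.12 and 3.19 in PC3 cells and between 2.28 and 2.35 in DU145 cells. Together the 2 genes held 0.419% ± 0.0115 of all counts in vehicle-treated and 2.46% ± 0.0420 in pentamidine-treated PC3 cells (SD, n = 3), and 0.601% ± 0.0179 and 1.80% ± 0.0543 in DU145 cells (SD, n = 3). All mitochondria-encoded genes taken as one went from 3.85% to 2.71% of the counts in PC3 cells and from 4.54% to 2.01% in DU145 cells. The libraries were selected for poly(A) tails, so their counts of rRNA reflect the rRNA captured by that step.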

RNA‐seq indicates that transcription levels of the vast majority of mitochondria‐encoded genes are significantly reduced upon pentamidine treatment, but MT‐RNR1 and MT‐RNR2 are increased. This discrepancy is presumably due to a small number of errors during high‐throughput sequencing, because the qPCR assays further verify the reduction in the transcription of all mitochondria‐encoded genes including MT‐RNR1 and MT‐RNR2. In addition, we have demonstrated that pentamidine directly causes mtDNA reduction, mitochondrial morphological and functional alterations, including mitochondrial swelling and enlargement, cristae system disappearance, ΔΨm dissipation and cytochrome C release from the mitochondria into the cytosol, which induce mitochondrial‐mediated apoptotic cell death.

In view of the importance of mitochondria and mtDNA in cell growth and survival, our current study provides a close link between the anti‐tumour effects of pentamidine and reduction in mtDNA based on following reasons. Firstly, previous studies have shown that pentamidine binds specifically and strongly to the DNA minor groove at AT sequences.^27^, ^28^, ^29^ The mtDNA is organized as circular double‐helical structure and contains extensive and closely spaced AT sequences, which provides potential cellular targets for pentamidine.^13^, ^47^ Secondly, the characteristics of pentamidine, cationic charge and lipophilicity allow it to harness the negative membrane potential and hydrophobic membranes of mitochondria and localize to them.^27^, ^46^ Thirdly, the increased mitochondrial membrane polarity in cancer cells enables cationic drugs to accumulate preferentially within mitochondria of them, which may explain the potential selectivity of these drugs for tumour cells.^48^ Fourthly, in the present study, we demonstrate for the first time that pentamidine causes mtDNA reduction in prostate cancer cells. Interestingly, the degrees of mtDNA decrease induced by pentamidine highly correlate with the different sensitivities to pentamidine of prostate cancer cell lines, which indicates that pentamidine may inhibit prostate cancer by targeting mtDNA. However, whether pentamidine does bind to mtDNA of prostate cancer cells requires further verification.

ROS are reactive chemical species containing oxygen such as superoxide anion, hydroxyl radical, hydrogen peroxide or organic peroxides.^49^, ^50^ They are produced intracellularly through multiple mechanisms, and one of the major sources is the mitochondria.^51^, ^52^ The mtDNA reduction and mitochondrial dysfunction can cause a potentially harmful elevation of ROS production,^53^ whereas ROS generation leads to DNA damage, mitochondrial dysfunction and apoptosis.^40^, ^52^ We find that pentamidine increases ROS production, whereas anti‐oxidant NAC decreases ROS and relieves cell apoptosis. In addition, the data demonstrate that NAC alleviates the inhibitory effect of pentamidine on cell proliferation, but the mtDNA reduction induced by pentamidine is not rescued by NAC in prostate cancer cells. Thus, we speculate that the decrease in mtDNA content is not caused by ROS generation. The mechanism responsible for mtDNA reduction induced by pentamidine and the exact sources of elevated ROS remain to be determined in future studies.

In conclusion, we demonstrate that the cationic drug pentamidine can be used as a potent agent to inhibit prostate cancer progression. The suppression of proliferation, migration and invasion in prostate cancer cells is accompanied by a loss of in vivo tumour growth ability. These results highlight the potential of pentamidine as an anti‐cancer agent or a combinational therapy with other approaches for the treatment of prostate cancer.

## CONFLICT OF INTEREST

There is no conflict of interest in this manuscript.

## AUTHOR CONTRIBUTIONS

LL, YL and W‐QG: prepared and revised the manuscript. LL, YL and W‐QG: conceived and designed the experiments. LL, FW and YT: performed the experiments. LL, L‐FL and YL: analysed the data.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

The RNA‐seq data set are shared and can be found in the GEO database with the accession number GSE132693.

# Supplementary material for: Pentamidine inhibits prostate cancer progression via selectively inducing mitochondrial DNA depletion and dysfunction
**Source:** Cell Prolif. 2019 Nov 13;53(1):e12718. doi: 10.1111/cpr.12718
**Supplement:** Supplementary file 3

**Supplementary tables**

**Supplementary table 1. Reagents related in this study**

| **Reagents** | **Source** | **Catalog Number** | |
| --- | --- | --- | --- |
| Annexin V-APC | Biolegend (San Diego, CA, USA) | | 640920 |
| Anti-Ki67 antibody | Abcam (Cambridge, MA, USA) | | ab15580 |
| ATP assay kit | Nanjing Jiancheng (Nanjing, China) | | A095 |
| beta Actin Antibody | Proteintech (Wuhan, China) | | 7D2C10 |
| Cell Counting Kit | YEASEN (Shanghai, China) | | 40203ES80 |
| Cell Cycle Staining Kit | MultiSciences (Hangzhou, China) | | CCS01 |
| Cleaved Caspase-3 (Asp175) Antibody | Cell Signaling Technology (Danvers, MA, USA) | | 9661 |
| DAB Peroxidase Substrate Kit | VECTOR (Burlingame, CA, USA) | | SK-4100 |
| Fixing Solution | Servicebio (Wuhan, China) | | G1102 |
| Glucose assay kit | Rsbio (Shanghai, China) | | 361510 |
| HRP-conjugated Affinipure Goat Anti-Mouse IgG | Proteintech (Wuhan, China) | | SA00001-1 |
| HRP-conjugated Affinipure Goat Anti-Rabbit IgG | Proteintech (Wuhan, China) | | SA00001-2 |
| HRP-conjugated Goat Anti-Rabbit IgG | Sangon (Shanghai, China) | | D110073 |
| Instant Immunohistochemistry Kit I | Sangon (Shanghai, China) | | C506333 |
| Matrigel | BD (Franklin Lakes, NJ, USA) | | 356234 |
| Mitochondria Staining Kit (JC-1) | MultiSciences (Hangzhou, China). | | MJ101 |
| MitoTracker Deep Red FM | Invitrogen (Thermo Fisher Scientific, MA, USA) | | M22426 |
| MTCO2 Antibody | Proteintech (Wuhan, China) | | 55070-1-AP |
| P21 Antibody | Proteintech (Wuhan, China) | | 10355-1-AP |
| P53 Antibody | Proteintech (Wuhan, China) | | 10442-1-AP |
| PrimeScript RT Reagent Kit | Takara (Dalian, China) | | RR037A |
| Propidium Iodide | Biolegend (San Diego, CA, USA) | | 421301 |
| Protease inhibitor cocktail | Thermo Scientific (Waltham, MA, USA) | | 87786 |
| QIAamp DNA Micro kit | Qiagen (Hilden, Germany) | | 56304 |
| RIPA Lysis and Extraction Buffer | Thermo Scientific (Waltham, MA, USA) | | 89901 |
| TB Green Premix Ex Taq | Takara (Dalian, China) | | RR420A |
| TRIzol | Invitrogen (Thermo Fisher Scientific, MA, USA) | | 15596018 |
| 2′,7′-Dichlorofluorescein diacetate | Sigma‑Aldrich (Merck, Darmstadt, Germany) | | 35845 |

**Supplementary table 2. The primers used in qPCR assays**

How the deposited data were processed for this re-analysis (not part of the article)

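RNA-seq libraries of PC3 and DU145 cells treated for 48 hours with 2.5 μmol/L pentamidine or vehicle were compared, with 3 samples per group and 12 in all. Samples were assigned to group and replicate from their labels, which matched the paper's methods, and no sample was left out. According to the paper's methods, the authors sequenced Oligo(dT)-selected RNA, aligned the reads with HISAT2 and tested genes with the DESeq R package. The count table was deposited by the authors as whole numbers of reads per gene, without normalization. The CPM table was deposited by the authors under the name of FPKM, but its values are each count scaled to the library total and are not divided by gene length. The planned tests of FPKM values, limma on log2(value + 1) and log2(value + 0.1), were therefore run on CPM and are called limma on log2(CPM + 1) and log2(CPM + 0.1). The log2 fold changes and p-values of one table per cell line were deposited by the authors from their own comparison and are used only to set their calls beside those made here. In these tables the adjusted p is 1 for 13578 genes in PC3 cells and 15328 in DU145 cells, of which 141 and 167 have an unadjusted p below 0.05. The paper's text does not say how low counts were treated.

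The count table listed 33595 entries with an Ensembl identifier. Of its gene names, 137 were listed under more than 1 identifier, with the same counts on every entry for 135 of them (Y_RNA alone had 758 identifiers), so 1 entry was kept per name and set of counts, which left 32077 genes, and the 2 names whose entries differed keep each of their sets of counts. A spreadsheet program had turned 24 gene names into dates, and these genes carry no usable symbol. Chromosome, start and end are those of the deposited table, and 31893 of the 31961 genes found in GENCODE release 29 lay on the same chromosome within 100 kb of their position there.

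The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the counts, with TMM normalization, the filterByExpr filter at a minimum count of 10 and Benjamini-Hochberg adjustment. Genes with an absolute log2 fold change above 1 and an adjusted p below 0.05 were called differentially expressed, which is also the threshold used for the authors' deposited tables here. Each cell line was tested with its own 6 samples. A model of all 12 samples gave the effect over both lines, with cell line as a term, and the interaction of treatment and cell line. Gene lists were tested with limma's camera (limma 3.58.1) on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. The value of a list is the median log2 fold change of its tested genes. There were 8 lists for the paper's claims and 7 further lists (ATF4 targets, p53 targets, cholesterol synthesis, lysosome, nuclear genes of oxidative phosphorylation, mitochondrial ribosomal proteins and glycolysis), each family adjusted on its own. GSEA was run with gseapy 1.3.1 (Python 3.11.15) over all 12 samples and 32077 genes, with 1000 permutations of the genes and seed 7. The paper's gene sets, made with the java version of GSEA, were not used here. The lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined, except where a value is said to have been chosen afterwards.

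The genes named are those the paper names for its RNA-seq in Fig. 3B, Fig. 5B and its text, those it measured by qPCR, HIF1A, and ATF4, ATF3, CHAC1, PSAT1 and MDM2. A few other genes tested are not reported here. To these were added, per direction, the 5 genes with the largest mean log2 fold change of the 2 lines among genes past the threshold in both lines, with at least 10 counts in every sample of the higher group and no overlap between the groups. Other genes are named where a count is small, and are said to have been picked after their values were seen.

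The alternatives were DESeq2 1.42.0, edgeR's RLE normalization, scaling by library size alone, library size and TMM without mitochondria-encoded genes, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, limma on log2(CPM + 1) with and without a filter at a mean CPM of 0.5, limma on log2(CPM + 0.1), all 12 samples in one fit, the adjusted p alone, an adjusted p below 0.01, camera with an estimated correlation, fry, GSEA, the count relative to that of ACTB, and each sample left out in turn. Lists made from the GO terms in the authors' deposited table were added after seeing the data. A fold change on the log2(CPM + 1) scale understates the change of genes with low counts.

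Total counts ranged from 13514195 to 15131436 per sample, so that a gene with 3 counts or fewer in every sample of a group was taken as at the limit of detection, and its change is given as a lower bound. This limit covers counting error only, since the reads carry no molecular identifiers. Gene length and GC content were taken from the transcript sequences of GENCODE release 29. The scripts were tested on simulated data with 200 genes changed by known fold changes. All of these changes lay past the threshold, in genes well above the filter on low counts, and each gene was simulated on its own. The simulation therefore does not cover changes near the threshold, genes with low counts or small shifts of a list. The edgeR test recovered 200 of 200 in PC3 cells among 13744 genes tested, 200 in DU145 cells among 14161 and 200 over both lines among 15092, and 197 of 200 for the interaction among 15090. Values of the paper's qPCR were read by eye from its figures. The mitochondrial DNA, flow cytometry, imaging and xenograft experiments were not analysed here.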

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

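The tests of gene length and GC content, of reads shared with nuclear copies and of the hypoxia list were chosen only after the result was seen, and so were the 3 sets of regroupings of the samples for the difference between the lines, the last of them after the others.

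The response to pentamidine differed between PC3 and DU145 cells by an interaction test. In the model of all 12 samples, 399 of 15226 genes passed the threshold for an interaction of treatment and cell line (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 138 with a higher and 261 with a lower log2 fold change in DU145 cells. Of the 319 that were tested in both lines, 263 had the larger change in PC3 cells, 174 had opposite signs in the 2 lines, and 59 of these had an adjusted p below 0.05 in both. With each sample left out in turn, the count ranged from 357 to 412. The first set, which regrouped the samples within each line, gave 3 of 50 groupings with as many genes, but it decides nothing, because a grouping that exchanges treatment and vehicle in one line only turns the effect common to both lines into a difference between them. A second set, which exchanged 1 treated and 1 vehicle sample in each line, gave 1 of 50, but it leaves effects of treatment within the groups, which keeps the number of genes low. In the last, the residual set, the effects of cell line and of treatment common to both lines were removed from log2 CPM before the samples were regrouped, with 100 groupings drawn of 200. There limma gave 434 genes for the real grouping and at most 1 for any other. At an unadjusted p below 0.05 it gave 648 against at most 316, so that 1 of 100 gave as many. A real difference between the lines would stay within the regrouped samples and lower their counts, so the gap in counts overstates its strength. Removal of the common effect of treatment lowers some regroupings even without such a difference. A grouping that exchanges treatment in a single line, for example, is left with no difference at all. The real grouping loses nothing in this way, so the residual set favours it by construction. The share of 1 of 100 therefore cannot by itself argue against the grouping of samples.

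Among the gene lists, the mitochondria-encoded mRNAs fell further in DU145 cells, by a median difference of -0.71 (adjusted p = 6.2e-10 from limma's camera), with all 13 lower there. The highest adjusted p over 3 other scalings was 1.1e-09, without PC3 vehicle replicate 1 it was 4.7e-10, and after trends on gene length and GC content were removed p was 2.5e-16, against 1.9e-17 before it in the same limma test, so none of these accounts for the whole difference. In the residual set of regroupings 1 of 100 gave a median as large, the largest of the others being 0.53. The ATF4 targets rose less in DU145 cells, with a median difference of -0.63 (adjusted p = 1.6e-20, camera) and 40 of 44 genes lower. The same tests gave 3.5e-20 over the scalings, 2.7e-20 without PC3 vehicle replicate 1 and 1.5e-45 after removal of the length and GC trends, with 1 of 100 regroupings as large in the residual set and 0.44 the largest of the others. As the residual set favours the real grouping by construction, the grouping of samples is left open for both lists. In the first set 30 and 29 of 50 were as large, by its construction. Before removal of the length and GC trends, the same limma test of the difference between the lines gave a p of 1.5e-44 for the ATF4 targets, 8.1e-42 for S phase, 1.3e-36 for G2M phase, 9.6e-08 for cholesterol synthesis and 0.0032 for ROS. Nothing in the design tells a difference in the response of the 2 cell lines from any other difference between their cultures, which was not tested.

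The S phase list fell less in DU145 cells, by a median difference of 0.52 with 42 of 43 genes higher (adjusted p = 4.6e-26, camera), and the G2M phase list by 0.48 with all 54 genes higher (adjusted p = 9.2e-25, camera). For the S phase list the highest adjusted p over the scalings was 3.3e-24, that without PC3 vehicle replicate 1 was 2.4e-26, and p after removal of the length and GC trends was 5.6e-43. The G2M phase list gave 1.7e-23, 4.1e-25 and 5.9e-37 in the same tests. In the residual set of regroupings 1 of 100 gave a median as large for either list, the largest of the others being 0.40 and 0.35, while the first set had given 3 of 50. Scaling, that library and gene length or GC content are argued against as whole explanations, while the residual set leaves the grouping of samples open. A different response of the cell cycle in the 2 lines remains a hypothesis found and tested on the same samples.

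The cholesterol synthesis list rose in PC3 cells and fell in DU145 cells, a median difference of -0.26 with 19 of 24 genes lower in DU145 cells (adjusted p = 6.7e-07, camera). The highest adjusted p over the scalings was 2.4e-06, that without PC3 vehicle replicate 1 was 6.5e-06, and p after removal of the length and GC trends was 3.0e-08. Only the real grouping, 1 of 100, gave a median as large in the residual set of regroupings. The median was 0.12 in PC3 cells with 17 of 23 genes higher (adjusted p = 0.168, camera) and -0.22 in DU145 cells with 20 of 24 genes lower (adjusted p = 2.9e-05, camera), so camera called the list in DU145 cells alone, while limma's fry also called it higher in PC3 cells (adjusted p = 0.0324), within a range of 0.0324 to 0.800 there over the alternatives. In each line 1 of the 10 groupings gave a median as large, the smallest share that 3 samples against 3 allow. Scaling, PC3 vehicle replicate 1 and gene length or GC content are argued against for the difference, while the residual set leaves the grouping of samples open. A candidate explanation is that the lines regulate sterol synthesis differently under pentamidine, which remains a hypothesis.

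The intrinsic apoptosis list had a median difference of -0.072 (adjusted p = 0.0127, camera), with 53 of 90 genes lower in DU145 cells. The adjusted p was 0.0154 at the highest over the scalings, 0.0208 without PC3 vehicle replicate 1 and p after removal of the length and GC trends was 2.2e-05, against 2.9e-05 before it in the same limma test, and 4 of 100 regroupings in the residual set gave a median as large. Its size and direction nevertheless depended on the processing, since the median was -0.0040 under scaling by library size alone and -0.034 after removal of those trends, limma on log2(CPM + 1) gave 0.011, and without PC3 pentamidine replicate 3 it shrank to -0.044. The ROS list had a median difference of -0.0062 (adjusted p = 0.0407, camera), with 24 of 45 genes lower. Its adjusted p rose to 0.0979 under another scaling and to 0.157 without PC3 vehicle replicate 1, its p after removal of the length and GC trends was 0.0031, and 84 of 100 regroupings in the residual set gave a median as large. That call is consistent with scaling, with a single library and with the grouping of samples.

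Genes that the paper does not discuss as a group also changed. The ATF4 targets, transcripts induced in the integrated stress response, had a median log2 fold change of 1.29 over both lines (adjusted p = 1.4e-34, camera), with all 44 genes higher. The median was 1.61 in PC3 cells with 43 of 44 higher (adjusted p = 3.5e-31, camera) and 0.99 in DU145 cells with 42 of 43 higher (adjusted p = 1.7e-34, camera). The adjusted p of edgeR's test was below 0.05 for 44 and 41 of them over all genes tested, and for 44 and 41 adjusted over the list alone. Of the genes of Fig. 5B, DDIT3, DDIT4, TRIB3 and ASNS are on this list. The lowest median of either line alone under 3 other scalings was 0.99, and the lower of the 2 single-line medians after removal of the length and GC trends was 0.96. Over both lines 1 of 50 regroupings gave a median as large, and 1 of 10 in each line alone. With the estimated correlation the adjusted p by camera was 0.0868 over both lines, within a range of 8.0e-109 to 0.0868 over the alternatives. ATF4 itself rose by 1.13 in PC3 cells and 0.97 in DU145 cells, ATF3 by 3.79 and 2.41, CHAC1 by 3.91 and 2.89 and PSAT1 by 2.16 and 1.53. Since scaling, gene length, GC content and the grouping of samples over both lines are argued against, activation of the integrated stress response may explain the rise, as a hypothesis found and tested on the same samples.

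Among the genes with the largest changes in both lines, ADM2 had a log2 fold change over both lines of 3.53 (standard error 0.26, adjusted p = 5.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), JDP2 of 3.19 (standard error 0.28, adjusted p = 3.0e-07, edgeR), CHAC1 of 3.42 (standard error 0.14, adjusted p = 1.5e-11, edgeR) and NDUFA4L2 of 2.96 (standard error 0.28, adjusted p = 1.0e-06, edgeR). ADM2 rose by 4.65 in PC3 cells and 2.50 in DU145 cells, and JDP2 by 4.62 and 2.27. NDUFA4L2 had 0 to 2 counts per sample in vehicle-treated DU145 cells and 12 to 23 with pentamidine, at least 5.44-fold higher, and rose by 2.80 in PC3 cells. NDUFA4L2 is held to be a target of HIF, and the median of a list of HIF targets was 0.071 in PC3 cells with 17 of 30 higher and -0.012 in DU145 cells with 14 of 30 higher, neither past 0.05 in limma's camera. As the members went both ways, activity of HIF and its absence cannot be told apart for NDUFA4L2. No technical explanation was tested for these single genes beyond the alternatives, none of which changed their direction.

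Nuclear copies of mitochondria-encoded genes fell with them. In PC3 cells the median log2 fold change of MTND2P28, MTCO1P12 and MTATP6P1, all on chromosome 1, was -4.15, and all 3 were past the threshold. In DU145 cells it was -3.96 over 4 copies, including MTND4P12 on chromosome 5. Of the copies in the 2 lines, 85.7% had a log2 fold change within 1 of that of the mitochondrial gene, and the exception was MTND4P12, at -2.15. MTND2P28 held 6.19% of the count of MT-ND2 in vehicle-treated PC3 cells and 6.31% in DU145 cells. This is consistent with reads of mitochondrial transcripts counted on the nuclear copies, and no biological explanation was tested.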

How the results depend on the processing

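The lists made from GO terms were the only alternative chosen after seeing the data.

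Of the comparisons, 421 values under another setting kept their direction and their side of the threshold, 31 reversed, 20 lost and 12 gained a call, and 17 counts moved by over 1.5 times. With a sample left out, 326 kept both, 4 reversed, 5 lost and 1 gained a call. Among single genes, 1055 values were the same under another setting, 3 reversed, 4 gained and 1 lost a call and 44 moved by more than the replicate spread, and 599 were the same with a sample left out and 1 gained a call. The further lists other than the ATF4 targets were tallied over both lines, and cholesterol synthesis also in each line alone. Of these values, 17 reversed under another setting, 5 lost and 3 gained a call and 73 were the same. With a sample left out 20 reversed, 3 lost a call and 61 were the same. The fall of the 13 mitochondria-encoded mRNAs and of the S phase and G2M phase lists in PC3 cells was called under every alternative, and the ATF4 targets were called in each line under every alternative.

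The adjusted p alone called 6010 genes in PC3 cells, 4860 in DU145 cells, 5767 over both lines and 3112 for the interaction, because it sets no limit on the fold change. Requiring at least 10 counts in every sample left fewer genes to test and called 431, 154, 158 and 251. Limma on log2(CPM + 1), which understates changes at low counts, called 332, 110, 153 and 228, and without its filter 331, 110, 151 and 227. DESeq2 called 193 in DU145 cells, and 833 genes there had no adjusted p from DESeq2. For the other counts the cause was not tested. With each sample left out in turn the counts were 654 to 741, 293 to 319, 418 to 476 and 357 to 412. The share of higher genes among the calls in DU145 cells was 67.6%, against 56.4% with limma on log2(CPM + 1), and for the interaction it was 34.6%, against 44.0% under library size alone. No scaling moved the median of all genes by over 0.1.

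Under the estimated correlation, which changes only the p-value, the calls of these lists were lost: metabolism at -0.088 in PC3 cells, -0.060 in DU145 cells and -0.10 over both lines, processing at -0.11 and -0.12 in the single lines, S phase at -0.13 in DU145 cells and -0.37 over both, G2M phase at -0.26 over both, ATF4 targets at 1.29 over both and ROS at -0.0062 for the interaction. On DESeq2's values they were lost for metabolism at -0.090 in PC3 cells and -0.064 in DU145 cells, processing at -0.11 and -0.13, and S phase at -0.14 in DU145 cells, while intrinsic apoptosis in PC3 cells gained one at 0.030. Fry gained calls for cytochrome c release at 0.020 in PC3 cells, 0.071 in DU145 cells and 0.078 over both, for intrinsic apoptosis at 0.032, -0.019 and 0.027, for ROS in PC3 cells at -0.0035 and for G2M phase in DU145 cells at -0.046. The cause was not tested. With GO terms, calls were lost for metabolism at -0.11 and processing at -0.077 in PC3 cells, and for the interaction of intrinsic apoptosis at -0.032 and ROS at -0.027, while intrinsic apoptosis turned to -0.0037 in PC3 cells and -0.0085 over both lines and ROS to 0.025 in PC3 cells, 0.014 in DU145 cells and 0.031 over both, since the lists hold other genes. GSEA called cytochrome c release, intrinsic apoptosis and ROS over both lines, with normalized enrichment scores of 1.59, 1.72 and 1.52, the last against a negative median of the ROS list.

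Lists with a median near 0 changed sign with the scaling. Library size alone gave 0.0041 for G2M phase and 0.031 for intrinsic apoptosis in DU145 cells, 0.024 for ROS in DU145 cells, 0.011 over both lines and 0.062 for the interaction, and over both lines 0.015 for cholesterol synthesis, 0.019 for nuclear oxidative phosphorylation and 0.021 for p53 targets. Limma on log2(CPM + 0.1) gave 0.0037 and 0.029, then 0.023, 0.013 and 0.058, then 0.0054, 0.025 and 0.021 for the same results. Limma on log2(CPM + 1) gave 0.0037 and 0.029, then 0.023, 0.016 and 0.058, then 0.0065, 0.024 and 0.020, and 0.011 for the interaction of intrinsic apoptosis. Without its filter it gave 0.0037 and 0.029, then 0.024, 0.016 and 0.0013, then 0.028, 0.024 and 0.020, with 0.015 for the interaction of intrinsic apoptosis and -0.0036 for the Mitochondrial RNA metabolism list in DU145 cells, whose call was lost. With at least 10 counts in every sample, cytochrome c release over both lines became -0.0040, ROS 0.0013 in PC3 cells and 0.0026 over both, cholesterol synthesis 0.031 and nuclear oxidative phosphorylation 0.0069. Without the filter on low counts, cholesterol synthesis became 0.018 and G2M phase in DU145 cells gained a call at -0.054. ATF4 passed a log2 fold change of 1 in DU145 cells under library size alone and limma, at 1.02. Relative to ACTB, which itself fell by 0.20 in PC3 cells and by 0.088 in DU145 cells, HIF1A became 0.13 and MDM2 0.056 in PC3 cells, and NRF1 became 0.0043 in DU145 cells. For the other changes the cause was not tested.

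Across the fits that each left out one sample, the metabolism list in PC3 cells ranged from -0.14 (without vehicle replicate 1) to -0.065 and lost its call without pentamidine replicate 3. Cytochrome c release ranged from -0.072 (without vehicle replicate 1) to 0.092 (without vehicle replicate 2) in PC3 cells, from 0.043 (without vehicle replicate 1) to 0.14 (without vehicle replicate 2) in DU145 cells and from 0.034 (without DU145 pentamidine replicate 1) to 0.15 (without PC3 vehicle replicate 2) over both. Intrinsic apoptosis ranged from 0.0013 (without vehicle replicate 3) to 0.048 in PC3 cells, from -0.031 (without pentamidine replicate 2) to 0.0019 (without pentamidine replicate 1) in DU145 cells, and from 0.0079 (without PC3 vehicle replicate 1) to 0.041 (without DU145 pentamidine replicate 3) over both. ROS ranged from -0.044 (without pentamidine replicate 2) to 0.037 (without vehicle replicate 3) in PC3 cells, from -0.048 (without vehicle replicate 3) to -0.0094 (without vehicle replicate 1) in DU145 cells and from -0.026 (without PC3 pentamidine replicate 2) to -0.0015 (without PC3 pentamidine replicate 1) over both. For the interaction it ranged from -0.074 (without PC3 vehicle replicate 3) to -0.025 (without PC3 pentamidine replicate 2) and lost its call in 4 fits, without PC3 vehicle replicates 1 and 2, PC3 pentamidine replicate 2 and DU145 pentamidine replicate 3. G2M phase in DU145 cells ranged from -0.055 to -0.036 and gained a call without vehicle replicate 1. Over both lines the p53 targets ranged from -0.037 (without PC3 vehicle replicate 3) to 0.022 (without DU145 pentamidine replicate 2), cholesterol synthesis from -0.042 (without PC3 vehicle replicate 1) to 0.015 (without DU145 pentamidine replicate 1), nuclear oxidative phosphorylation from -0.020 (without DU145 pentamidine replicate 1) to 0.043 (without PC3 vehicle replicate 3), lysosome from 0.033 (without PC3 vehicle replicate 1) to 0.083, and mitochondrial ribosomal proteins from -0.089 to -0.032, with calls lost without PC3 vehicle replicates 2 and 3 and DU145 vehicle replicate 2.

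The replicate numbers did not pair the samples, since the correlation of deviations between vehicle and pentamidine samples of the same number was -0.018, 0.068 and -0.264 in PC3 cells and -0.018, -0.00052 and 0.031 in DU145 cells. Between samples of different numbers it ranged from -0.24 to 0.25 in PC3 cells and from -0.048 to 0.047 in DU145 cells. A likeness between PC3 samples of different numbers is not modelled by the replicate block. With the replicate block, the counts were 648 in PC3 cells, 285 in DU145 cells, 383 over both lines and 362 for the interaction, and the medians of the Nuclear OXPHOS list in both lines and of the p53 target list in both lines turned to 0.00067 and 0.00069. The block changed no call of a list or of a named gene. At about the same depth in every sample, the counts of HRK in PC3 cells and of MT-TF in DU145 cells are too low to give more than a lower bound, and MT-TL1 in both lines was at or under 3 counts in every sample. Below the planned filter some alternatives had no value for these genes.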

Differences from the paper's values

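The paper's qPCR values are relative to β-actin and to vehicle and were read by eye from the bars of its figures, while the values here are the ratio of mean normalized CPM in the pentamidine samples to that in the vehicle samples, so that 1 is no change on either scale. Of the genes compared, 24 in each line, 18 in PC3 cells and 17 in DU145 cells differed by more than 1.5 times and by more than the replicate SD, except that HRK in PC3 cells, a lower bound, is counted on the fold alone. None of the 18 alternatives set before the data were examined closed the gap for any gene given here except HRK.

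For the 13 mitochondria-encoded mRNAs in PC3 cells, the paper's relative expression in Fig. 3C, read by eye, is given first and the ratio from RNA-seq after it. They were MT-ND1 about 0.41 against 0.231, MT-ND2 about 0.33 against 0.0799, MT-ND3 about 0.45 against 0.0456, MT-ND4 about 0.18 against 0.0497, MT-ND4L about 0.17 against 0.0575, MT-ND5 about 0.36 against 0.145, MT-ND6 about 0.36 against 0.189, MT-CYB about 0.52 against 0.169, MT-CO1 about 0.15 against 0.0630, MT-CO2 about 0.2 against 0.0264, MT-CO3 about 0.24 against 0.0322, MT-ATP6 about 0.2 against 0.0488 and MT-ATP8 about 0.15 against 0.0423. In DU145 cells, with the paper's values from Fig. 3D, they were MT-ND1 about 0.27 against 0.169, MT-ND2 about 0.28 against 0.0609, MT-ND3 about 0.3 against 0.0236, MT-ND4 about 0.13 against 0.0321, MT-ND4L about 0.16 against 0.0278, MT-ND5 about 0.36 against 0.0998, MT-ND6 about 0.32 against 0.109, MT-CYB about 0.41 against 0.0958, MT-CO1 about 0.14 against 0.0492, MT-CO2 about 0.2 against 0.0161, MT-CO3 about 0.17 against 0.0187, MT-ATP6 about 0.15 against 0.0349 and MT-ATP8 about 0.12 against 0.0253. All 26 decreased by both measures, further in RNA-seq, whose libraries were selected for poly(A) tails. Whether the capture of these mRNAs changed with treatment was not tested. Relative to the count of ACTB, the gene of β-actin, the ratio of MT-CO1 was 0.0722 in PC3 cells and 0.0523 in DU145 cells.

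For MT-RNR1 the paper's qPCR gives about 0.24 in PC3 cells in Fig. 3C and about 0.15 in DU145 cells in Fig. 3D, read by eye, where RNA-seq gave 8.88 and 5. For MT-RNR2 it gives about 0.4 in Fig. 3C and about 0.35 in Fig. 3D, read by eye, where RNA-seq gave 5.47 and 2.57. The directions are opposite for these genes, and the paper's discussion also describes both as increased in its RNA-seq. Relative to the count of ACTB the ratios of MT-RNR1 were 10.2 and 5.31.

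In Fig. 5C the paper's qPCR gives about 2.2 for HRK in PC3 cells, read by eye, where RNA-seq gave at least 4.53, about 14 for KLF4, where it gave 7.26, and about 3.9 for CDKN1A, where it gave 1.85. In Fig. 5D it gives about 2.2 for HRK in DU145 cells, read by eye, where RNA-seq gave 5.57, and about 2.5 for CDKN1A, where it gave 1.29. For HRK in DU145 cells, limma on log2(CPM + 1) with or without its filter gave 2.30, which no longer differs from the paper's value, and the other 15 of 17 alternatives still differed. HRK in PC3 cells was too low for the filter, and limma on log2(CPM + 1) without the filter gave it a log2 fold change of 0.81. Relative to the count of ACTB, KLF4 was at 8.34 in PC3 cells and CDKN1A at 2.11 in PC3 cells and 1.37 in DU145 cells.

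The paper reports no significant change of TFAM and NRF1 in either line (Fig. S1B). By RNA-seq, TFAM had a log2 fold change of -0.44 in PC3 cells (adjusted p = 1.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.18 in DU145 cells (adjusted p = 2.4e-04, edgeR), without passing a log2 fold change of 1, and NRF1 was not called in either line.

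The paper reports higher cytochrome c release and intrinsic apoptosis gene sets (Fig. 5A) and a higher ROS gene set (Fig. 6A) from GSEA. None of the hand-written lists was called by camera in either line or over both, with adjusted p over both lines of 0.319, 0.465 and 0.998 in that order. Other settings did call them. GSEA over all 12 samples called the 3 lists higher, with adjusted p of 0.0204, 0.0020 and 0.0207 (permutation test). Limma's fry called the first pair higher in each line and over both and ROS higher in PC3 cells, while camera on DESeq2's values called intrinsic apoptosis higher in PC3 cells.

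The paper draws HRK higher in PC3 cells (Fig. 5B) and MT-TF higher in DU145 cells (Fig. 3B). Both were below the filter on low counts and so not called, and both were called without it, HRK in PC3 cells at a log2 fold change of 3.24 (adjusted p = 2.3e-05, edgeR) and MT-TF in DU145 cells at 3.15 (adjusted p = 1.3e-08, edgeR). Limma on log2(CPM + 1) without its filter also called MT-TF in DU145 cells, at 1.06 (adjusted p = 0.0052). PMAIP1, TNFRSF1A and CDKN1A in both lines, and CDC25A in both lines and MCM4, MCM10 and ORC1 in DU145 cells, changed in the direction the paper draws in Fig. 5B without passing a log2 fold change of 1, and the adjusted p alone calls all of them. CDC25A in PC3 cells also passes without PC3 vehicle replicate 2. The authors' deposited table gives an adjusted p of 1 to MT-TF in DU145 cells.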

Other observations

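The tests of RNA without a poly(A) tail and of gene length and GC content in PC3 vehicle replicate 1 and for the glycolysis list were chosen only after the result was seen.

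MT-RNR1 and MT-RNR2 rose while the mitochondria-encoded mRNAs fell, and 4 explanations were tested. With library size and TMM taken without the mitochondria-encoded genes, the log2 fold change was 3.15 and 2.45 in PC3 cells and 2.32 and 1.36 in DU145 cells, so the loss of abundant mRNAs from the library total does not produce the rise. The 7 MTRNR2L genes, nuclear copies of MT-RNR2, held at most 0.0456% of its count in any library, too little to matter. Over the 12 mRNAs of the heavy strand, the rank correlation of the log2 fold change with distance from the promoter was 0.049 in PC3 cells (p = 0.886, permutation test) and -0.021 in DU145 cells (p = 0.956, permutation test), and MT-CYB, the farthest, fell less in PC3 cells at -2.57 than MT-CO2 at -5.24. From MT-ND1 over MT-ND2 and MT-CO1 to MT-CO2, the mRNAs nearest the promoter, the fall did grow with distance. The values were -2.11, -3.65, -3.99 and -5.24 in PC3 cells and -2.56, -4.04, -4.34 and -5.96 in DU145 cells. Every heavy-strand mRNA beyond MT-CO2 fell less than MT-CO2 in both lines. A larger fall with distance over the whole strand, which could set the rRNA genes apart, is thus argued against. For the stretch up to MT-CO2 it remains open. If more RNA without a poly(A) tail had entered the pentamidine libraries, snRNA, snoRNA, scaRNA and misc_RNA genes would have risen, but their median was -0.069 over 33 genes in PC3 cells, with 16 higher, and -0.17 over 32 genes in DU145 cells, with 8 higher. None of them was significantly higher in either line by edgeR's test. A change in the tails of the rRNA itself was not tested.

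TFAM (chromosome 10, 58385022 to 58399221) fell to 120 ± 4.73 CPM in pentamidine-treated PC3 cells (SD, n = 3), a log2 fold change of -0.44 (standard error 0.061, adjusted p = 1.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DU145 cells it fell from 143 ± 3.66 to 126 ± 4.21 CPM (SD, n = 3), a log2 fold change of -0.18 (standard error 0.040, adjusted p = 2.4e-04, edgeR), and the groups did not overlap in either line. NRF1 changed by -0.21 in PC3 cells (standard error 0.085, adjusted p = 0.0564, edgeR), with a range of 0.0390 to 0.178 over the alternatives, and by -0.084 in DU145 cells (adjusted p = 0.468, edgeR). HIF1A changed by -0.065 in PC3 cells (adjusted p = 0.328, edgeR) and -0.14 in DU145 cells (adjusted p = 9.6e-04, edgeR). No explanation was tested for these genes.

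For the apoptosis and cell cycle genes of Fig. 5B, activity of p53 and of ATF4 were set against each other. MDM2, a target of p53, had a log2 fold change of -0.16 in DU145 cells (adjusted p = 0.0142, edgeR) and -0.14 in PC3 cells (adjusted p = 0.0923, edgeR), where p53 activity would raise it. The adjusted p ranged from 0.0032 to 0.198 and from 0.0461 to 0.346 over the alternatives, and in PC3 cells the change was -0.093 without PC3 pentamidine replicate 2 and 0.056 relative to ACTB, which itself fell there. In DU145 cells MDM2 stayed lower under every alternative, between -0.17 and -0.11 over 11 of them. The p53 targets without the genes of Fig. 5B had a median of -0.095 over 23 genes in PC3 cells, with 11 higher, and -0.017 over 26 genes in DU145 cells, with 12 higher. The ATF4 targets without the genes of Fig. 5B had a median of 1.56 over 40 genes in PC3 cells, with 39 higher, and 0.98 over 39 genes in DU145 cells, with 38 higher. ATF4 activity may therefore explain the rise of DDIT3, DDIT4, TRIB3 and ASNS, the genes of Fig. 5B on its list. This is a hypothesis from the same samples. The other genes of Fig. 5B are not on that list, and no test tied them to ATF4. For p53, activity and its absence cannot be told apart, since the decrease of MDM2 depended on the line and the setting, the members of the list went both ways, and BBC3 and CDKN1A on it rose. The whole p53 list had a median of -0.0050 over 28 genes and both lines (adjusted p = 0.338 from limma's camera), with a range of 8.6e-05 to 0.512 over the alternatives, the lowest from fry, which called it higher in each line too, and 41 of 50 regroupings gave a median as large.

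The intrinsic apoptosis list shares 6 genes with the ATF4 targets. Without them, over 89 genes, its normalized enrichment score in GSEA was 1.14 (p = 0.220, permutation test), so these genes may account for its enrichment. The cytochrome c release list and the ROS list share 0 genes with the ATF4 targets, so nothing could be removed from them.

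In each line alone the 6 samples allow 10 groupings of 3 against 3, so that the share as large cannot fall under 0.05 whatever the size of the effect. For the mitochondria-encoded mRNAs the median farthest from 0 in any other grouping was 0.87 in size in PC3 cells and 0.99 in DU145 cells, against -4.12 and -4.84, and for the ATF4 targets 0.54 and 0.36, against 1.61 and 0.99. The real grouping was the only one, 1 of 10, to give a result as large in both lines for the number of genes called, the mitochondria-encoded mRNAs, the processing list, S phase, G2M phase and the ATF4 targets, and in DU145 cells for the metabolism, cytochrome c release and intrinsic apoptosis lists. In PC3 cells 2 of 10 did for the metabolism list, 9 for cytochrome c release, 3 for intrinsic apoptosis and 10 for ROS, and in DU145 cells 3 did for ROS. Over both lines, with 50 groupings drawn of 200, it was 1 of 50 for the number of genes called (413 of 15226, 314 higher and 99 lower), the mitochondria-encoded mRNAs, both lists of mitochondrial RNA, cytochrome c release, S phase and G2M phase, and the grouping of samples is argued against there. It was 5 of 50 for intrinsic apoptosis and 32 of 50 for ROS, for which the medians of 0.027 and -0.0088 could come from the grouping of samples.

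Further lists were tested over both lines. The cholesterol synthesis list had a median of -0.0039 (adjusted p = 0.338 from limma's camera), with a range of 0.125 to 0.791 over the alternatives, and 48 of 50 regroupings gave one as large. The lysosome list had a median of 0.069 with 19 of 29 genes higher (adjusted p = 0.439, camera), with a range of 0.0313 to 0.665 and the lowest from fry, and 1 of 50 regroupings gave one as large. The nuclear genes of oxidative phosphorylation had a median of -0.0021 with 36 of 75 higher (adjusted p = 0.692, camera), a range of 0.199 to 0.998, and 48 of 50 regroupings as large. The mitochondrial ribosomal proteins had a median of -0.060 with 51 of 73 lower (adjusted p = 0.0248, camera), a range of 6.3e-04 to 0.706, and 11 of 50 regroupings as large. The glycolysis list had a median of -0.12 with 17 of 22 lower (adjusted p = 0.0150, camera), a range of 1.2e-04 to 0.342, and 1 of 50 regroupings as large. The grouping of samples could therefore account for the fall of the mitochondrial ribosomal proteins and is argued against for that of glycolysis. Removal of trends on gene length and GC content took the p of the glycolysis list from 0.0114 to 0.0049 in the same limma test, so these trends did not account for its fall either.

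PC3 vehicle replicate 1 lay apart from the other PC3 vehicle libraries, with a mean chi-square per gene of 6.44 and 7.91 against them, where these 2 gave 3.89 and pairs in the other groups 1.73 to 3.31. The log2 ratio of that library to the other PC3 vehicle libraries had a rank correlation across genes of 0.259 with gene length and -0.066 with GC content. A difference in gene length bias may contribute, but other libraries reached correlations with length from -0.273 to 0.272 without lying apart, and GC content is argued against, with correlations of -0.371 to 0.390 in other libraries. No biological explanation was tested.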
